# *Ganoderma lucidum *polysaccharides in human monocytic leukemia cells: from gene expression to network construction

**DOI:** 10.1186/1471-2164-8-411

**Published:** 2007-11-09

**Authors:** Kun-Chieh Cheng, Hsuan-Cheng Huang, Jenn-Han Chen, Jia-Wei Hsu, Hsu-Chieh Cheng, Chern-Han Ou, Wen-Bin Yang, Shui-Tein Chen, Chi-Huey Wong, Hsueh-Fen Juan

## Abstract

**Background:**

*Ganoderma lucidum *has been widely used as a herbal medicine for promoting health and longevity in China and other Asian countries. Polysaccharide extracts from *Ganoderma lucidum *have been reported to exhibit immuno-modulating and anti-tumor activities. In previous studies, F3, the active component of the polysaccharide extract, was found to activate various cytokines such as IL-1, IL-6, IL-12, and TNF-*α*. This gave rise to our investigation on how F3 stimulates immuno-modulating or anti-tumor effects in human leukemia THP-1 cells.

**Results:**

Here, we integrated time-course DNA microarray analysis, quantitative PCR assays, and bioinformatics methods to study the F3-induced effects in THP-1 cells. Significantly disturbed pathways induced by F3 were identified with statistical analysis on microarray data. The apoptosis induction through the DR3 and DR4/5 death receptors was found to be one of the most significant pathways and play a key role in THP-1 cells after F3 treatment. Based on time-course gene expression measurements of the identified pathway, we reconstructed a plausible regulatory network of the involved genes using reverse-engineering computational approach.

**Conclusion:**

Our results showed that F3 may induce death receptor ligands to initiate signaling via receptor oligomerization, recruitment of specialized adaptor proteins and activation of caspase cascades.

## Background

*Ganoderma lucidum *(*G. lucidum*, Reishi or Ling-Zhi) has been used in traditional Chinese medicine as an anti-tumor medication or as an immuno-modulator. Many reports showed Reishi extracts to possess anti-proliferative effects on many cancers, such as acute myelogenous leukemia [1], lung cancer [2], breast cancer [3], colorectal cancer [4], bladder cancer [5] and prostate cancer [6,7]. A fucose-containing polysaccharide fraction (F3), isolated from the water-soluble Reishi extract, is able to stimulate spleen cell proliferation and cytokine expression [8-11]. Understanding how the molecular mechanism is responsible for the effects of F3 on cancer cells remains to be elucidated and will require whole-system approaches, since isolated single molecular studies have not, so far, been able to unlock cancer-system complexity. Microarray analysis is the first step in understanding integrated cell functions and cell-specific gene-expression profiles. The response of cells to external stimuli can be followed over a period of time by measuring the differences in global gene expression. Global transcription analysis provides a new approach to the description of complex biological phenomena [12-14]; it is also of great use in the field of cancer biology [15-19].

Networks of interacting proteins can provide researchers rudimentary understanding in cellular mechanisms; therefore, it is possible to understand the cellular functions of Reishi polysaccharide (F3) through their linkages to characterized receptors. In broader terms, networks of gene linkages offer a new view on the meaning of F3 function, and in time should provide us with a more in-depth understanding of the function of cells [20]. Traditionally, protein-polysaccharide interactions have been studied individually by genetic, biochemical or biophysical techniques. However, the speed of which new proteins are being discovered or predicted has created a need for high-throughput interaction-detection methods. Consequently, in the last two years, more efficient methods have been introduced to tackle the problem globally, and in turn provide researchers with vast amount of interaction data [21]. *In silico *(computational) interaction predictions derived from gene context analysis (gene fusion [22,23], gene neighborhood [24,25] and gene co-occurrences or phylogenetic profiles [26,27]) and chip-based analysis have been reported [28]. However, little knowledge has been obtained with regard to protein-polysaccharide interactions. Identifying protein-F3 interactions and constructing anti-cancer pathways are quite important in revealing the molecular mechanisms involved in anti-cancer activities.

Tumor necrosis factor-related apoptosis inducing ligand (TRAIL, also called Apo2L or TNFSF10) is capable of inducing apoptosis in cancer cells but not in normal cells [29]. It is possible that certain connection to the Apo2L signaling pathway contributes to anti-tumor activities. Apo2L seems to be a potential candidate for anti-cancer drug [30]. The four cellular receptors binding to Apo2L are death receptor 4 (DR4, also called TRAIL-R1), death receptor 5 (DR5, also called Apo2, TRAIL-R2, TRICK 2, TNFRSF10B or Killer), decoy receptor 1 (DcR1 or TRAIL-R3) and decoy receptor 2 (DcR2 or TRAIL-R4) [31-33]. Death receptors belonging to the tumor necrosis factor (TNF) receptor gene family are defined by cysteine-rich extracellular domains [34,35]. Signals induced by these ligand-receptor interactions serve the function of activating or inducing cell death by apoptosis.

In this study, we intend to find out whether F3 has similar interactions with death receptors that stimulate apoptosis pathways in leukemia cells. To study how leukemia cells are conditioned by F3, we carried out a dynamic analysis of gene expression in THP-1 cells, a monocytic leukemia cell line, with F3 treatment at different time points. In this article, we used oligonucleotide microarray and real-time quantitative PCR to detect dynamic gene expression profiles; and through bioinformatics approach, we also constructed a gene network. Finally, we illustrated possible molecular regulations of *Ganoderma lucidum *polysaccharides in human monocytic leukemia cells.

## Results and discussion

*G. lucidum *has been used for long time to modulate immune system and to prevent or treat various human diseases [36]. The biologically active compounds originally isolated and purified from *G. lucidum *were identified as polysaccharides, and the main fraction was designated as F3 [11]. Although the anti-tumor activity of *G. lucidum *associated with polysaccharides was well-established *in vitro *and *in vivo*, detailed mechanisms of how they work still await to be elucidated [36]. Understanding how polysaccharides (F3) stimulate anti-tumor effects in THP-1 cells is quite important. From gene expression to the construction of gene network, our results contribute to the understanding of the molecular mechanisms of F3 exertion on THP-1 cells. Two molecular mechanisms of F3-induced immunomodulation activities, including TLR4 and TLR2 signal pathways, have been studied [9,10]. In this study, we explored the gene expression and gene network induced by F3 in leukemia THP-1 cells, and aimed to reveal pathways critical in F3-induced anti-cancer activity.

### The induction of TNF-*α *in F3-treated human monocytic cells THP-1

Upon the binding of TNF-*α *to TNFR1, monocytic cells are triggered to undergo apoptosis. This critical regulatory process is accomplished by activating the caspase cascade that results in the degradation of various important cellular proteins. Previous reports showed that lipopolysaccharide (LPS) could markedly stimulate the cytokine expression, especially TNF-*α *[37]. Compared with the TNF-*α *expression in LPS-induced THP-1 cells, we could estimate the optimal effect concentration of F3. We treated THP-1 cells with different F3 concentrations (1, 10, 50, 100, 200 *μ*g/mL) and LPS (1 *μ*g/mL) for 24 hours, and measured their TNF-*α *expressions. Figure 1 demonstrates that F3 was dose dependent in the activation of TNF-*α *expression. TNF-*α *expression stimulated by F3 at 100 *μ*g/mL and 200 *μ*g/mL was similar to that of LPS at 1 *μ*g/mL. From these TNF-*α *expression data, we calculated the EC_50 _(50% effect concentration) of F3-induced effectiveness to be around 10 *μ*g/mL. If 70% of TNF-*α *is expressed in F3-induced cells compared to LPS-induced cells, then 30 *μ*g/mL of F3 is required to achieve the same effectiveness. For further experiments, we used 30 *μ*g/mL of F3 to treat THP-1 cells.

**Figure 1:**
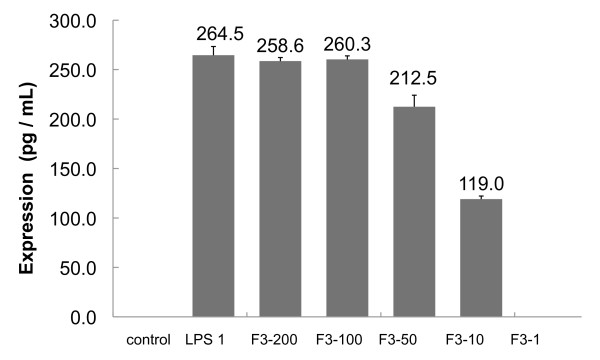
**The expression of TNF-*α *in F3- or LPS-induced THP-1 cells**. 10^5 ^cells/mL concentrations of THP-1 cells were seeded in 96-well microplates and incubated overnight. Then the cells (1.25 × 10^4^) were treated with F3 at dosages indicated as 1 *μ*g/mL, 10 *μ*g/mL, 50 *μ*g/mL, 100 *μ*g/mL, 200 *μ*g/mL, and with LPS at the dose of 1 *μ*g/mL, respectively. The same volume of medium was used as control After 24 hours, the supernatants were collected and in vitro TNF-*α *activity was determined using Human TNF-*α *Immunoassay Kit (Quantikine^®^, RD systems). TNF-*α *expression induced by F3 (100 *μ*g/mL and 200 *μ*g/mL) is similar to that of LPS (1 *μ*g/mL). From this TNF-*α *expression data, we calculated the EC_50 _(50% effect concentration) of F3-induced to be around 10 *μ*g/mL. The error bars indicate SD from triplicate independent experiments.

### Apoptotic effect of F3 on THP-1 cells

After THP-1 cells were treated with F3 (30 *μ*g/mL) for 48 hours, we observed the change of cell morphology under phase-contrast microscope. Differences in cell morphology can be detected between un-treated and F3-treated THP-1 cells. In Figure 2, representative photos of DAPI-staining results are shown. Cell shrinkage, one of cell death characteristics, happened in THP-1 cells after 48 hours treatment with F3 (Figure 2A and 2B). During cell apoptosis, an early event is the nuclear chromatin condensation, leading to the degradation of genomic DNA. DAPI nuclear staining was performed to check the apoptotic changes shown by cell morphology (Figure 2C and 2D). The percentage of chromatin condensed cells in F3-treated culture saw a significant increase (Figure 2E). Shrunken nucleus and apoptotic bodies in DAPI staining were features in determining whether cells had undergone apoptosis. These results indicated that incubation of THP-1 cells with F3 for 48 hours would lead to cell aggregations and apoptosis.

**Figure 2:**
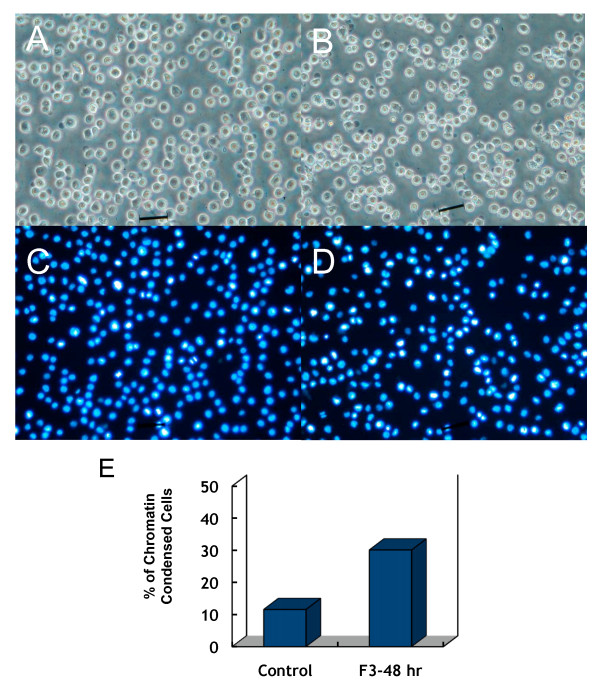
**Characterization of F3 induced cell death in human THP-1 cells**. Phase-contrast microscopy was used to detect the morphology of the control (A) and F3-treated THP-1 cells (B). Cell shrinkage, shape irregularity, and cellular detachment were observed in F3-treated cells, but not in the control. The control (C) and F3-treated THP-1 cells (D) were stained with 4, 6-diamidino- 2-phenylindole (DAPI). (E) The percentage of chromatin condensed cells. There was apparent difference in cell morphology between the un-treated and F3-treated THP-1 cells.

Recent studies showed *G. lucidum *to induce apoptosis in many cancer cells such as lung cancer cells [38], leukemia cells [39,40], murine skin carcinoma cells [41], colonic carcinoma cells [42], prostate cancer cells [6], and breast cancer cells [43]. In our study, we shared the same results with other reports, but more specifically in that F3 extracted from *G. lucidum *could in fact induce apoptosis of leukemia cells THP-1. In our effort to better understand the mechanism of this apoptotic effect, we used microarray, a high-throughput technique, to measure the dynamic gene expression in F3-treated THP-1 cells.

### Microarray analysis of overall gene expression in F3-induced THP-1 cells

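After F3 treatment for 6 hours, 663 genes were higher and 941 were lower than in untreated THP-1 cells at an adjusted p under 0.05 from limma, of 7188 genes tested. After 24 hours, 695 genes were higher and 707 were lower. Between the F3-treated groups, 454 genes were higher and 320 were lower at 24 hours than at 6 hours. The balance of both directions depended on how the arrays were scaled to each other. Higher genes made up 41.3% of the changed genes at 6 hours, 53.3% with median scaling and 54.4% with spike-in scaling, and at 24 hours these shares were 49.6%, 39.5% and 87.5%. For 24 hours against 6 hours the shares were 58.7%, 31.3% and 88.0%. Spike-in scaling, chosen after the data were examined, moved the median log2 fold change of all genes from -0.06 to 0.22 at 24 hours and from 0.06 to 0.34 for 24 hours against 6 hours, and median scaling moved the last of these to -0.09. The spike-in scaling rests on 9 probe sets, and its log2 factors differ within groups, at 0.44 for F3 24 h replicate 2 and -0.05 for replicate 1, and at -0.18 for untreated replicate 2 and -0.03 for replicate 1. The counts also moved when 1 array was left out. The lower genes at 6 hours numbered 401 and 449 without untreated replicate 1 and 2, and 604 and 532 without F3 6 h replicate 1 and 2. Those at 24 hours numbered 344 and 325 without untreated replicate 1 and 2, and 389 without F3 24 h replicate 1. Genes higher at 24 hours than at 6 hours numbered 247 and 205 without F3 6 h replicate 1 and 2, and 176 and 258 without F3 24 h replicate 1 and 2. Genes lower at 24 hours than at 6 hours numbered 146 and 157 without F3 6 h replicate 1 and 2, and 168 without F3 24 h replicate 1. THP-1 is a human monocytic leukemia cell line, and F3 is the main polysaccharide fraction of G. lucidum. RNA of untreated cells and of cells treated with F3 at 30 μg/mL for 6 and 24 hours was hybridized to HG-U133A arrays, 2 arrays per group. The labels call the arrays of a group biological replicates and say no more about separate cultures, so each p from limma measures the spread between these replicate samples. They give the untreated arrays no time, and LPS-treated cells were not analysed here. With no untreated array labelled as kept for 24 hours, changes at 24 hours cannot be told apart from time in culture. This holds for genes and lists alike. The deposited values are the authors' MAS5 signal intensities, scaled on each array to 500. The mean signal after trimming 2% at each end was 496.9 to 497.6 on every array, and the median signal was 165.3 and 165.4 in untreated cells, 148.0 and 166.5 at 6 hours and 175.7 on both arrays at 24 hours. Each gene was represented by its brightest probe set, with a mean signal of at least 150 over the 6 arrays, and tested on the scale of log2(signal + 32), which understates the change of dim genes. The number of arrays limits the precision.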

In order to identify patterns of gene expression associated with apoptotic effect in THP-1 cells induced by F3, we performed a transcriptomic analysis on the THP-1 control and F3-treated or LPS-treated THP-1 cells by oligonucleotide microarray. 

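The first principal component, with 57.9% of the variance, set the untreated arrays, at 48.4 and 47.2, apart from the F3-treated arrays, at -27.9 and -28.3 after 6 hours and -21.2 and -18.2 after 24 hours. The second component, with 22.7%, set the F3-treated arrays apart by time: they lay at -24.4 and -24.4 after 6 hours and at 29.3 and 25.5 after 24 hours, with the untreated arrays at -1.66 and -4.34 between them. CCL4, a chemokine, had a signal of 29.4 ± 15.7 in untreated cells, 12873 ± 1386 after 6 hours and 3878 ± 2.62 after 24 hours (mean ± SD, n = 2). TDO2, an enzyme of tryptophan breakdown, had 83.8 ± 22.8, 109.5 ± 57.1 and 4695 ± 375. The distance of the untreated from the F3-treated arrays was the largest of the 15 arrangements of 2 arrays against 4 (exact permutation test, one-sided, p = 0.0667), the smallest p that 6 arrays allow here. The components were computed over 11668 probe sets, centred on their mean.

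**Figure D1:**
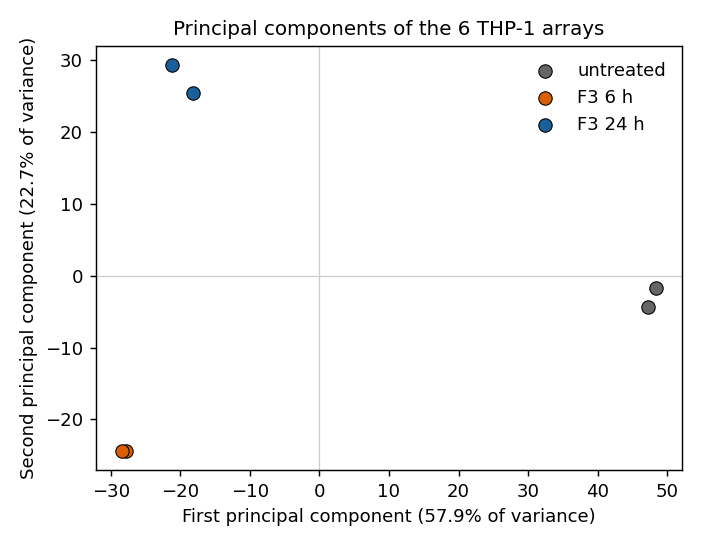
First and second principal component of the 6 arrays, where each point is 1 array and each colour a group. The untreated arrays lie at the right on the first component, and the arrays of 6 and 24 hours lie apart on the second.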

In Figure 3, we observed clear separation of control (0 and 6 hours) and F3-treated (6 and 24 hours) samples after performing principle component analysis on the gene expression profiles measured by microarray experiments. Figure 4 shows the flow chart for our microarray data analysis. In Figure 5, the intensities of gene expression of one experiment were plotted on the *x *axis and the intensities of the other experiment on the *y *axis. A single dot represents one gene as shown in the scatter plots. The upper three scatter plots showed no difference between the control experiments for 0 hour and 6 hours. These results showed the consistency of our duplicate microarray experiments.

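The squared Pearson correlation (R²) between the 2 arrays of a group was 0.980 in untreated cells, 0.980 after F3 treatment for 6 hours and 0.970 after 24 hours, across 11668 probe sets, which are not independent replicates. Between arrays of different groups R² was lower, at 0.904 to 0.913 for untreated cells against 6 hours, 0.873 to 0.890 for untreated cells against 24 hours and 0.927 to 0.942 for 6 hours against 24 hours. NFKBIA, an inhibitor of NF-κB, had signals of 1198 and 1018 on the untreated arrays and 13014 and 13843 on the arrays of 6 hours. The arrays of a group differed by 2-fold or more for 277 probe sets in untreated cells, 381 at 6 hours and 399 at 24 hours.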

**Figure 3:**
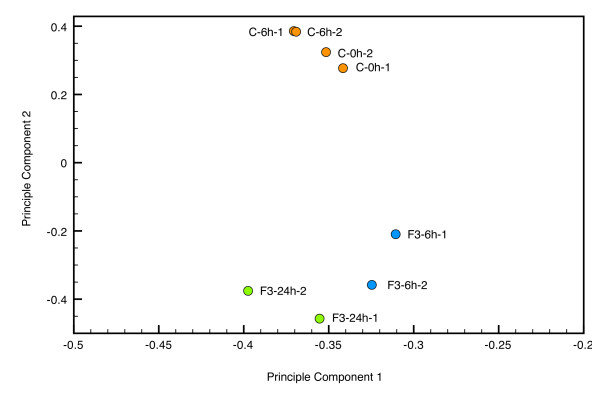
The scatter plot depicting the separation of control (0 and 6 hours) and F3-treated (6 and 24 hours) samples based on the first two principle components derived from the gene expression profiles measured by microarray experiments.

**Figure 4:**
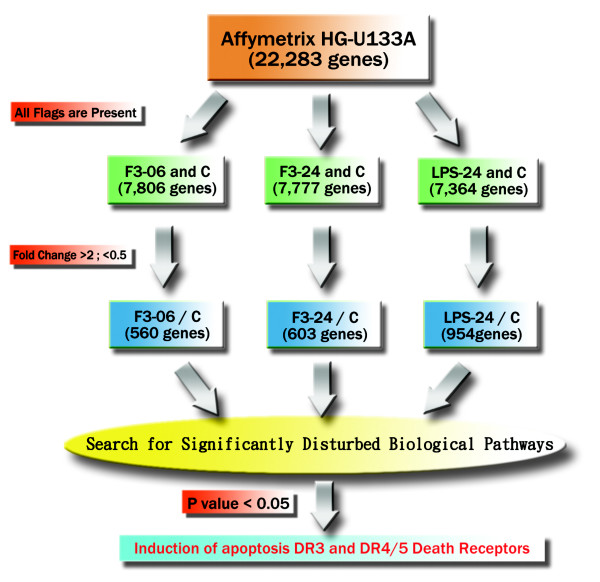
**The flow chart for the microarray data analysis**. We used Affymetrix HG-U133A chip GeneChip oligonucleotide microarray. Initial data analysis was performed using Affymetrix Microarray Suite v5.0 software, setting the scaling of all probe sets to a constant value of 500 for each GeneChip. Additional data analysis was performed using GeneSpring v 5.1 (Silicon Genetics Inc., Redwood City, California). Genes with a 2-fold change in differential expression between THP-1 control and F3- or LPS-treated THP-1 cells were selected for mapping significantly disturbed biological pathways. The pathway of apoptosis induction through the DR3 and DR4/5 death receptors was shown to be very significant in F3-treated THP-1 cells. F3–6 h and F3–24 h indicate the F3-treated THP1 cells after 6 hours and 24 hours, respectively. LPS-24 h indicates the LPS-treated THP1 cells after 24 hours. C-0 h and C-6 h indicate the control THP1 cells (without any treatment) in 0 hour and 6 hours, respectively.

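The largest rises after F3 treatment for 6 hours included chemokine and cytokine genes. CCL4 rose with a log2 fold change of 7.74 (standard error 0.18, adjusted p = 2.9e-10) from limma, and CCL8, another chemokine that draws monocytes, with 7.37 (standard error 0.30, adjusted p = 1.7e-08). CCL20, CXCL10, IL7R, CXCL8, CXCL1, CCL2, IL1B, USP18, TNFAIP6 and SLAMF7 followed, with log2 fold changes between 5.11 for SLAMF7 and 6.65 for CCL20. CXCL8 has a probe set that can bind other transcripts. For some genes the untreated signal lies near the floor, at the level of the added 32, as for CCL4 with 29.4. There the added 32 shrinks the log2 fold change, and both this value and the rank among the largest rises are imprecise. At 24 hours IGFBP3, CXCL13, EBI3, GBP1 and ADAMDEC1 were also among the largest rises, with 6.16, 5.96, 5.74, 5.42 and 4.84, and GBP1 too has a probe set that can bind other transcripts. BIK, which promotes apoptosis, had the largest fall at 6 hours, with -2.90 (standard error 0.34, adjusted p = 0.00011). SERPINH1 (-2.42), SLC38A12 (-2.12), RNASE6 (-2.09), SELPLG (-2.07), SREBF1 (-2.07), IRAG2 (-2.05) and BDH1 (-2.03) came next, and the adjusted p of BDH1 was 0.063 without untreated replicate 1. The largest falls at 24 hours were in MS4A3 (-3.52), CACNA2D3 (-2.85), BIK (-2.68), OLFML3 (-2.67), TGM5 (-2.32), MS4A6A (-2.18), CTSG (-2.11) and BACE1 (-2.06), and the adjusted p of BACE1 was 0.062 and 0.087 without untreated replicate 1 and 2. By the fold change alone, 707 probe sets were at least 2-fold higher and 524 at least 2-fold lower at 6 hours, of 11668 probe sets. At 24 hours 764 were higher and 397 lower, and without F3 24 h replicate 2 the lower ones numbered 641.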

**Figure 5:**
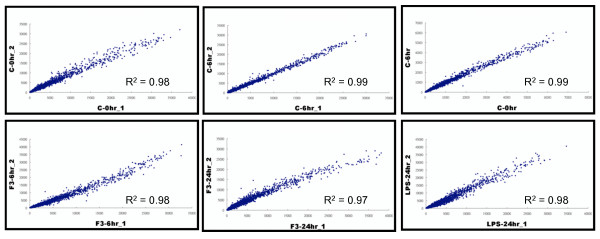
**Scatter plot of the gene expressions in the repeated microarray experiments**. The filtered probe intensities of gene expression of one experiment were plotted on the *x *axis while the intensities of the other experiment were plotted on the *y *axis. Each gene was represented by a single dot in the scatter plot. The upper three scatter plots showed no difference between control experiments for 0 hour and 6 hours. These results showed the consistency in duplicate microarray experiments.

Genes with 2-fold change in gene expressions between THP-1 control and F3- or LPS-treated THP-1 cells were selected for mapping significantly disturbed biological pathways. 

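Of 19 chemokine genes on the array 14 could be tested, and all 14 rose at both times (14 also when adjusted over the list alone), with a median log2 fold change of 5.33 at 6 hours and 3.13 at 24 hours, although 1 of them did not pass at 24 hours with quantile normalization. The minimum signal is a mean over all 6 arrays, so a gene silent in untreated cells enters a list only where F3 raised it, which favours rises in the count. Of 13 other cytokine genes, 10 rose at 6 hours and 9 at 24 hours, and none was lower (11 and 9 when adjusted over the list alone). IL1RN, the IL-1 receptor antagonist, had 4.12 and 3.40, and EBI3, a subunit of interleukin 27, had 5.09 at 6 hours. Between the times, 8 chemokine genes fell and none rose (10 lower when adjusted over the list alone), and 7 cytokine genes fell and 2 rose (7 and 1 with quantile and median scaling, 5 and 2 with spike-in scaling). IL12B, a subunit of interleukin 12, fell by 3.14 (standard error 0.37, adjusted p = 0.00045) from limma. All 35 interferon-stimulated genes tested rose at both times (35 when adjusted over the list alone), with medians of 3.34 and 3.28. MX1 and IFIT1, which act against viruses, had 4.04 and 4.83 at 6 hours and 3.96 and 4.32 at 24 hours. Between the times, 7 of the interferon-stimulated genes rose, 1 fell and 27 did not pass (11 higher and 7 lower when adjusted over the list alone), and with median scaling 5 rose and 6 fell. The median of that difference was -0.04, its mean 0.12, and camera, run on the limma fit, gave it no direction past the threshold (adjusted p = 0.59). Of 30 NF-κB target and feedback genes, 28 rose at 6 hours and none fell, and 23 rose and 1, DUSP2, fell at 24 hours (28 and 25 higher when adjusted over the list alone). DUSP2 was named after its values were seen. ICAM1, an adhesion molecule, had 3.26 and 3.24, while BCL2A1, which inhibits apoptosis, went from 4.93 to 2.19. Between the times 17 of these genes were lower and none was higher (22 lower when adjusted over the list alone). Against untreated cells the camera tests of these 4 lists kept their calls with an estimated correlation, at adjusted p of 0.019 to 0.035. For 24 hours against 6 hours none of the 29 lists did, with an adjusted p of 0.063 for the NF-κB targets, 0.070 for chemokines and 0.11 for cytokines.

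**Figure D2:**
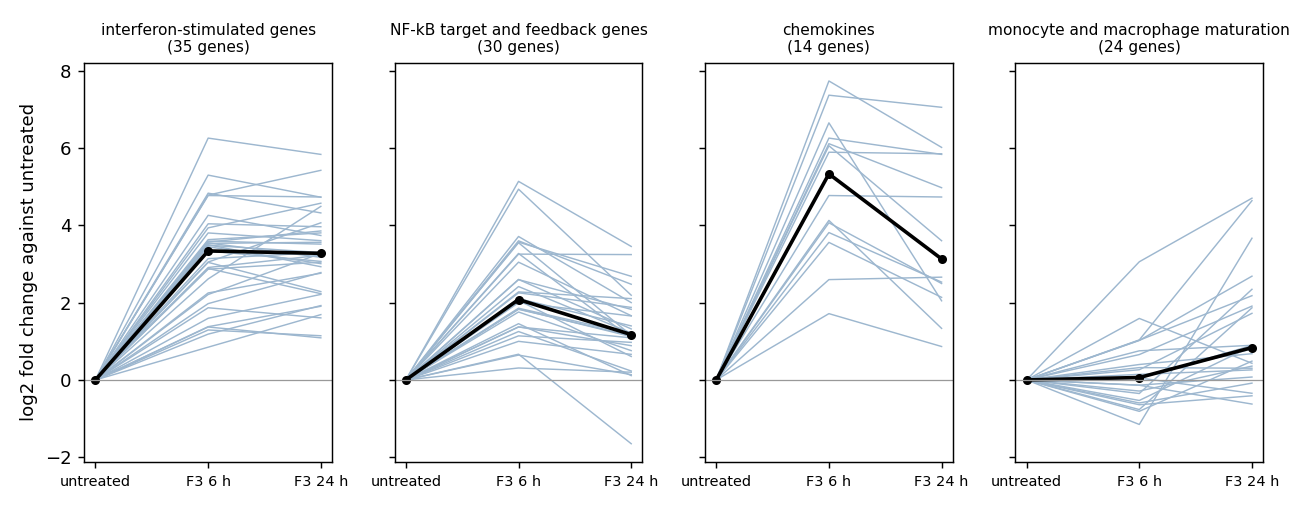
Log2 fold change of each member of 4 gene lists in untreated cells (set to 0) and after F3 treatment for 6 and 24 hours, with genes as grey lines and the median as a black line. The medians of chemokines and NF-κB targets were lower at 24 hours than at 6 hours under every scaling tried, while the median of the genes' own changes between the times was -0.04 for interferon-stimulated genes (0.12 with quantile, -0.20 with median and 0.25 with spike-in scaling) and 0.79 for maturation genes.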

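Of 24 genes of monocyte and macrophage maturation, 7 rose, 4 fell and 13 did not pass after F3 treatment for 6 hours, with a median log2 fold change of 0.06 that was -0.04 with quantile normalization. With quantile and median scaling 2 fell at 6 hours, and with spike-in scaling 5 rose and 1 fell. After 24 hours 14 rose, 1 fell and 9 did not pass, with a median of 0.84 (7 higher and 6 lower, then 16 and 1, when adjusted over the list alone). Camera, on the limma fit, gave an adjusted p of 0.069 at 6 hours and 4.2e-10 at 24 hours, the latter being 0.035 with an estimated correlation. MMP9, a protease of macrophages, had 1.03 and 4.64, with an adjusted p of 0.052 at 6 hours without untreated replicate 2. CTSL, a lysosomal protease, had 1.02 and 2.68. Between the times 13 of the genes rose, CTSL by 1.66 (standard error 0.17, adjusted p = 0.00027) from limma, and 1 fell, and camera's call was lost with an estimated correlation (adjusted p = 3.5e-08 and 0.070). Time in culture stays open for these rises, as no untreated array is labelled as kept for 24 hours.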

The pathway of apoptosis induction through the DR3 and DR4/5 death receptors was observed to be significant (p < 0.05) in F3-treated THP-1 cells.

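Of 19 genes of the death receptor pathway that could be tested, 7 changed 2-fold or more after F3 treatment for 6 hours, 6 of them higher and 1 lower, against 10.5% of other genes. This share of 36.8% differed from that of other genes (Fisher's exact test, two-sided, p = 0.0023, adjusted p = 0.0060 over 8 tests). The exact test treats genes as independent, which they are not, and does not use the spread between arrays. After 24 hours 6 genes changed, 5 higher and 1 lower, a share of 31.6% against 9.83% (adjusted p = 0.016 from the same exact test). TNFSF10, the ligand TRAIL, was higher in F3-treated cells by a ratio of 10.9 at 6 hours and 9.88 at 24 hours, and BCL2, which inhibits apoptosis, was the gene that was lower, with ratios of 0.391 and 0.361. The ratios compare mean signals of the brightest probe set. With the mean of all probe sets of each gene the adjusted p at 24 hours was 0.059, and with no minimum signal it was 0.11. The list is the one the study prints in its Table 2 for these samples, so the result is not independent evidence. Table 1 counts more genes in this pathway than Table 2 prints, so the test covers a part of it.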

### Significant biological pathways related to F3-induced THP-1 cells

The differentially expressed genes were annotated to specific biological pathways. For each UniGene ID, we retrieved its biological pathways from either BioCarta [44] or KEGG [45] through the existing NCI CGAP gene information database [46]. Biological pathways were mapped and sorted on the order of matching significance using ArrayXPath [47]. Table 1 shows the significant biological pathways induced by F3 in THP-1 cells. 

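Matrix metalloproteinases and their inhibitors, the subject of a pathway in Table 1, were measured by 10 genes that could be tested. After F3 treatment for 6 hours 4 of them were higher and 6 did not pass limma's test, and with spike-in scaling 2 were higher. After 24 hours 4 were higher, 1 was lower and 5 did not pass (4 higher, then 4 higher and 1 lower, when adjusted over the list alone). MMP1, a collagenase, had a signal of 7.20 ± 6.51 in untreated cells, 69.3 ± 10.8 after 6 hours and 699.7 ± 53.7 after 24 hours (mean ± SD, n = 2). Its log2 fold change at 24 hours was 4.23 (standard error 0.35, adjusted p = 8.1e-06) from limma. MMP1 has an imprecise value here, since its untreated signal is near the floor and under the added 32, which shrinks the change. Its rise at 6 hours, 1.38, had an adjusted p of 0.067 without untreated replicate 2, 0.074 without F3 6 h replicate 2 and 0.052 without F3 24 h replicate 1. MMP14, a protease of the cell surface, had 0.77 at 6 hours, with an adjusted p of 0.056 without untreated replicate 1 and 0.061 without F3 6 h replicate 2, and 1.23 at 24 hours. The inhibitor TIMP3 fell by 0.90 at 24 hours (adjusted p = 0.0026 from limma, and 0.21 with spike-in scaling). Camera placed the list above other genes at both times (adjusted p = 0.017 and 0.0035), but not with an estimated correlation (adjusted p = 0.20 and 0.14). Of 15 immediate early transcription factors, 7 were higher and 2 lower at 6 hours, and 6 were higher and 1 lower at 24 hours (10 and 2, then 11 and 1, when adjusted over the list alone). With median and spike-in scaling 1 was lower at 6 hours, and with spike-in scaling 8 were higher and none lower at 24 hours. Camera gave an adjusted p of 4.7e-05 and 0.00015, and 0.14 and 0.13 with an estimated correlation. ATF3, a factor of the stress response, had 1.86 and 1.19, and JUNB had 1.78 and 1.13.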

In this study, four pathways, including TNFR2 signaling pathway, induction of apoptosis through DR3 and DR4/5 death receptors, NF-*κ*B signaling pathway, and toll-like receptor pathway may be involved in F3-induced cell death. 

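Genes of all 4 pathways were, on balance, higher in F3-treated THP-1 cells than other genes at both times, as tested by camera with a preset correlation of 0.01. At 6 hours the adjusted p was 5.4e-07 for the TNFR2 signaling pathway, 4.7e-05 for the death receptor pathway, 0.00010 for the NF-κB signaling pathway and 0.018 for the toll-like receptor pathway. At 24 hours it was 1.2e-05, 0.0028, 0.0010 and 5.7e-05 in the same order. With an estimated correlation none of these calls held, as the adjusted p at 6 hours was 0.077, 0.067, 0.098 and 0.21, and at 24 hours 0.092, 0.094, 0.10 and 0.10. The estimated correlation was 0.067 for TNFR2, -0.050 for the death receptors, 0.032 for NF-κB and 0.057 for toll-like receptors. For the death receptors it lay under the preset 0.01, so a higher correlation does not explain that lost call. The median log2 fold change of the members was 1.57 for TNFR2, 0.37 for the death receptors, 0.29 for NF-κB and 0.07 for toll-like receptors at 6 hours, and 0.91, 0.08, 0.20 and 0.32 at 24 hours, although the death receptor median at 24 hours was -0.00068 with median scaling. Several genes belong to more than 1 of the lists, such as NFKBIA, CHUK and IKBKB, so the 4 tests are not independent of each other, nor of the study, which chose the lists on these samples. The paper gives a part in F3-induced cell death as a possibility for all 4.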

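By the share of genes changed 2-fold or more after F3 treatment for 6 hours, the TNFR2 signaling pathway had the smallest adjusted p of 4 pathways, 0.00055 (two-sided Fisher's exact test), with 7 of 12 genes changed, a share of 58.3%. TNFAIP3, a feedback inhibitor of NF-κB in that pathway, had a ratio of 12.3 at 6 hours and 5.61 at 24 hours. With any probe set of a gene counted at 2-fold, TNFR2 and death receptors had the same adjusted p at 6 hours, 0.00077. Under each other setting run for this exact test TNFR2 had the smaller p. The toll-like receptor pathway had 6 of 22 genes changed, 4 higher and 2 lower, a share of 27.3% (adjusted p = 0.030), and the NF-κB signaling pathway 4 of 16, a share of 25% (adjusted p = 0.080), by the same exact test. Both p-values moved with single arrays. That of the toll-like receptor pathway was 0.064 without untreated replicate 2 and 0.17 without F3 6 h replicate 1, and that of the NF-κB pathway was 0.039 without untreated replicate 1, 0.040 without F3 6 h replicate 2 and 0.031 without F3 24 h replicate 1. By the same exact test at 24 hours, 6 of 12 TNFR2 genes had changed (adjusted p = 0.0020), 6 of 22 toll-like receptor genes, all higher (adjusted p = 0.027, and 0.088 without untreated replicate 2), and 4 of 16 NF-κB genes (adjusted p = 0.075).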

The pathway of apoptosis induction through DR3 and DR4/5 death receptors was found to be the most significant pathway in F3-treated THP-1 cells for 6 hours. Detailed gene expression profiles of these four pathways after F3 or LPS treatments are shown in Table 2. Our findings implicated that multiple mechanisms may be involved in the anti-tumor effects of F3 extracted from *G. lucidum*.

**Table 1:** Significantly Disturbed Pathways of F3/LPS-treated THP-1 Cells

**Pathway**	**Identified**^a^	**p-value**	**q-value**
***F3 treatment after 6 hr***			
Induction of apoptosis through DR3 and DR4/5 Death Receptors	9/32 (37)	0	0.0044
Erythropoietin mediated neuroprotection through NF-kB	5/11 (17)	0.0002	0.0110

***F3 treatment after 24 hr***			
Inhibition of Matrix Metalloproteinases	3/9 (15)	0.0146	0.0265
Induction of apoptosis through DR3 and DR4/5 Death Receptors	6/32 (37)	0.0116	0.0265
IFN alpha signaling pathway	3/9 (25)	0.0146	0.0265
Chaperones modulate interferon Signaling Pathway	4/16 (34)	0.0140	0.0265
NF-kB Signaling Pathway	5/23 (49)	0.0112	0.0265
TNFR2 Signaling Pathway	5/18 (32)	0.0036	0.0265
CD40L Signaling Pathway	4/15 (27)	0.0110	0.0265
Bone Remodelling	4/14 (19)	0.0085	0.0265
B Lymphocyte Cell Surface Molecules	3/9 (10)	0.0146	0.0265
Double Stranded RNA Induced Gene Expression	3/10 (14)	0.0199	0.0321
Antisense Pathway	2/4 (13)	0.0208	0.0321
The information-processing pathway at the IFN-beta enhancer	4/15 (27)	0.0110	0.0440

***LPS treatment after 24 hr***			
B Lymphocyte Cell Surface Molecules	5/9 (10)	0.0006	0.0122
Erythropoietin mediated neuroprotection through NF-kB	5/11 (17)	0.0019	0.0191
Induction of apoptosis through DR3 and DR4/5 Death Receptors	8/32 (37)	0.0071	0.0356
IFN alpha signaling pathway	4/9 (25)	0.0063	0.0356
NFkB activation by Nontypeable Hemophilus influenzae	6/24 (43)	0.0194	0.0481
Toll-Like Receptor Pathway	7/34 (45)	0.0331	0.0481
TNFR2 Signaling Pathway	5/18 (32)	0.0207	0.0481
CD40L Signaling Pathway	4/15 (27)	0.0438	0.0481
IL-10 Anti-inflammatory Signaling Pathway	4/13 (17)	0.0266	0.0481
HIV-I Nef: negative effector of Fas and TNF	10/57 (77)	0.0338	0.0481
Neuropeptides VIP and PACAP inhibit the apoptosis of activated T cells	6/26 (43)	0.0283	0.0481
HIV-1 defeats host-mediated resistance by CEM15	2/3 (5)	0.0243	0.0481
Bone Remodelling	4/14 (19)	0.0346	0.0481
Neutrophil and Its Surface Molecules	3/8 (12)	0.0313	0.0481
Adhesion Molecules on Lymphocyte	3/9 (10)	0.0438	0.0481
GATA3 participate in activating the Th2 cytokine genes expression	5/16 (25)	0.0123	0.0481
Oxidative reactions of the pentose phosphate pathway	2/4 (4)	0.0457	0.0481
NF-kB Signaling Pathway	5/23 (49)	0.0558	0.0487
Chaperones modulate interferon Signaling Pathway	4/16 (34)	0.0543	0.0487
Double Stranded RNA Induced Gene Expression	3/10 (14)	0.0584	0.0487
Mechanism of Gene Regulation by Peroxisome Proliferators via PPARa(alpha)	9/54 (64)	0.0574	0.0487
FAS signaling pathway (CD95)	6/30 (34)	0.0536	0.0487
The information-processing pathway at the IFN-beta enhancer	4/15 (27)	0.0438	0.0487

^a ^The ratio between matching genes and total genes in this pathway

**Table 2:** Differentially expressed genes of F3- or LPS-induced THP-1 cells using oligonucleotide microarray

Pathway	Gene	Gene Description	Fold Change		
			F3–6 hr/C	F3–24 hr/C	LPS-24 hr/C
Induction of apoptosis through DR3 and DR4/5 Death Receptors	TNFSF10*	tumor necrosis factor (ligand) superfamily, member 10	9.9	10.1	18.4
	TNFRSF10B*	tumor necrosis factor receptor superfamily, member 10b	2.1	2.4	2.8
	CASP8*	caspase 8, apoptosis-related cysteine peptidase	1.3	1.3	1.6
	CASP10*	caspase 10, apoptosis-related cysteine peptidase	2.9	2.6	2.6
	BID	BH3 interacting domain death agonist	4.3	1.3	2.2
	BCL2*	B-cell CLL/lymphoma 2	0.6	0.7	0.7
	CYCS	cytochrome c, somatic	1.0	0.7	0.8
	APAF1	apoptotic peptidase activating factor	0.9	1.0	1.0
	CASP9	caspase 9, apoptosis-related cysteine peptidase	0.9	1.0	1.0
	CFLAR	CASP8 and FADD-like apoptosis regulator	3.1	2.3	4.2
	FADD*	Fas (TNFRSF6)-associated via death domain	0.8	1.0	0.9
	TRADD*	TNFRSF1A-associated via death domain	2.1	2.0	1.3
	TRAF2	TNF receptor-associated factor 2	1.1	0.9	0.6
	RIPK1*	receptor (TNFRSF)-interacting serine-threonine kinase 1	1.7	1.1	1.7
	MAP3K14	mitogen-activated protein kinase kinase kinase 14	1.6	1.1	1.9
	CHUK*	conserved helix-loop-helix ubiquitous kinase	0.9	0.8	1.0
	NFKBIA*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	12.6	6.6	10.5
	NFKB1*	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (p105)	5.2	2.2	2.8
	BIRC2*	baculoviral IAP repeat-containing 2	1.5	1.0	1.7
	CASP3*	caspase 3, apoptosis-related cysteine peptidase	1.2	1.3	1.3
	CASP7*	caspase 7, apoptosis-related cysteine peptidase	3.4	2.1	2.7
	DFFB	DNA fragmentation factor, 40kDa, beta polypeptide (caspase-activated DNase)	0.4	1.0	0.5
	DFFA	DNA fragmentation factor, 45kDa, alpha polypeptide	0.8	1.1	0.9
	CASP6*	caspase 6, apoptosis-related cysteine peptidase	0.5	0.5	0.4
	LMNA	lamin A/C	1.6	1.6	1.6
	GAS2	growth arrest-specific 2	0.8	1.1	1.5
	SPTAN1	spectrin, alpha, non-erythrocytic 1 (alpha-fodrin)	1.3	1.3	0.9

NF-kB Signaling Pathway	TNFRSF1A	tumor necrosis factor receptor superfamily, member 1A	1.6	1.5	1.3
	FADD*	Fas (TNFRSF6)-associated via death domain	0.8	1.1	0.9
	TRADD*	TNFRSF1A-associated via death domain	2.1	2.0	1.3
	RIPK1*	receptor (TNFRSF)-interacting serine-threonine kinase 1	1.7	1.1	1.7
	TRAF6	TNF receptor-associated factor 6	1.3	1.1	1.1
	TLR4	toll-like receptor 4	1.3	1.2	0.9
	IRAK1	interleukin-1 receptor-associated kinase 1	0.6	0.8	0.6
	MYD88	myeloid differentiation primary response gene (88)	4.0	2.6	2.7
	IL1A	interleukin 1, alpha	3.2	1.2	2.4
	IL1B	interleukin 1, beta	63.2	17.5	53.1
	MAP3K7IP1	mitogen-activated protein kinase kinase kinase 7 interacting protein 1	0.7	1.0	0.8
	MAP3K7	mitogen-activated protein kinase kinase kinase 7	1.1	0.9	0.9
	CHUK*	conserved helix-loop-helix ubiquitous kinase	0.9	0.8	1.0
	MAP3K1	mitogen-activated protein kinase kinase kinase 1	0.8	1.2	1.1
	MAP3K14	mitogen-activated protein kinase kinase kinase 14	1.6	1.1	1.9
	IKBKB	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta	0.8	1.0	0.9
	IKBKG	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma	1.2	1.2	1.2
	NFKBIA*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	12.6	6.6	10.5
	NFKB1*	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (p105)	5.2	2.2	2.8
	RELA	v-rel reticuloendotheliosis viral oncogene homolog A, nuclear factor of kappa light polypeptide gene enhancer in B-cells 3, p65 (avian)	1.0	1.1	1.1

TNFR2 Signaling Pathway	LTA	lymphotoxin alpha	1.4	1.7	1.2
	TNFRSF1B	tumor necrosis factor receptor superfamily, member 1B	4.3	3.5	4.1
	RIPK1*	receptor (TNFRSF)-interacting serine-threonine kinase 1	1.7	1.1	1.7
	TRAF1	TNF receptor-associated factor 1	5.9	4.4	7.9
	TRAF2	TNF receptor-associated factor 2	1.1	0.9	0.6
	TRAF3	TNF receptor-associated factor 3	1.3	1.1	1.2
	TANK	TRAF family member-associated NFKB activator	2.3	1.9	2.9
	MAP3K14	mitogen-activated protein kinase kinase kinase 14	1.6	1.1	1.9
	MAP3K1	mitogen-activated protein kinase kinase kinase 1	0.8	1.1	1.1
	DUSP1	dual specificity phosphatase 1	2.7	1.5	4.0
	CHUK*	conserved helix-loop-helix ubiquitous kinase	0.9	0.8	1.0
	IKBKB	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta	0.8	0.9	0.9
	IKBKG	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma	1.2	1.2	1.2
	IKBKAP	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase complex-associated protein	0.9	1.0	0.7
	TNFAIP3	tumor necrosis factor, alpha-induced protein 3	12.7	5.4	11.4
	NFKBIA*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	12.2	6.6	10.5
	NFKB1*	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (p105)	5.2	2.2	2.8

Toll-like Receptor Pathway	TLR2	toll-like receptor 2	1.2	2.1	2.6
	CD14	CD14 antigen ; CD14 antigen	0.5	15.2	16.9
	MYD88	myeloid differentiation primary response gene (88)	4.0	2.6	2.7
	TLR4	toll-like receptor 4	1.3	1.2	0.9
	LY96	lymphocyte antigen 96	0.6	5.3	6.3
	TOLLIP	toll interacting protein	1.0	1.1	1.2
	IRAK1	interleukin-1 receptor-associated kinase 1	0.6	0.8	0.6
	TRAF6	TNF receptor-associated factor 6	1.3	1.1	1.1
	EIF2AK2	eukaryotic translation initiation factor 2-alpha kinase 2	5.1	4.0	4.5
	SITPEC	signaling intermediate in Toll pathway, evolutionarily conserved	0.8	0.7	0.4
	MAP3K1	mitogen-activated protein kinase kinase kinase 1	0.8	1.2	1.1
	CHUK*	conserved helix-loop-helix ubiquitous kinase	0.9	0.8	1.0
	IKBKB	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta	0.8	1.0	0.9
	IKBKG	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma	1.2	1.2	1.2
	NFKBIA*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	12.6	6.6	10.5
	MAP3K7	mitogen-activated protein kinase kinase kinase 7	1.1	0.9	1.0
	MAP3K7IP2	mitogen-activated protein kinase kinase kinase 7 interacting protein 2	1.6	1.2	1.4
	MAP3K7IP1	mitogen-activated protein kinase kinase kinase 7 interacting protein 1	0.7	1.0	0.8
	MAP2K3	mitogen-activated protein kinase kinase 3	2.2	1.5	1.9
	MAP2K6	mitogen-activated protein kinase kinase 6	0.7	1.1	0.8
	MAPK14	mitogen-activated protein kinase 14	0.6	0.9	0.8
	MAP2K4	mitogen-activated protein kinase kinase 4	0.9	1.0	1.0
	MAPK8	mitogen-activated protein kinase 8	2.6	1.2	1.5
	JUN	v-jun sarcoma virus 17 oncogene homolog (avian)	7.9	1.3	2.6
	FOS	v-fos FBJ murine osteosarcoma viral oncogene homolog	1.5	2.3	1.8
	ELK1	ELK1, member of ETS oncogene family	0.9	1.4	1.5

*These genes have been validated by Q-PCR.

In the pathway of apoptosis induction through DR3 and DR4/5 death receptors, 9 genes were found to be up-regulated and 2 to be down-regulated among the 27 genes in F3-treated THP-1 cells after F3 treatment for 6 hours. 

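By limma, 8 of the 19 death receptor genes tested were up-regulated after 6 hours and 1, BCL2, was down-regulated, while 10 did not pass (8 higher and 2 lower when adjusted over the list alone). After 24 hours 7 were up-regulated, BCL2 and CYCS were down-regulated and 10 did not pass (7 higher and 2 lower when adjusted over the list alone). NFKBIA, which holds NF-κB in the cytoplasm, had log2 fold changes of 3.56 and 2.68 and the subunit NFKB1 2.42 and 1.21. LMNA, a lamin that caspases cleave, rose at both times, by 0.64 and 0.78, and at 6 hours its adjusted p was 0.061 without F3 6 h replicate 2 and 0.13 with spike-in scaling. CYCS, cytochrome c, had 0.02 at 6 hours and fell by 0.48 at 24 hours (adjusted p = 0.049). This call was lost without untreated replicate 2 (adjusted p = 0.29), F3 6 h replicate 1 (0.074) or 2 (0.075) or F3 24 h replicate 1 (0.27), and with spike-in scaling the adjusted p was 0.75. APAF1, CASP9, DFFA and SPTAN1 did not pass at either time, with log2 fold changes between -0.48 and 0.40, and CASP9 has a probe set that can bind other transcripts. Of 27 genes that the study lists in the pathway, 23 have a probe set named here, and CASP6, DFFB, GAS2 and MAP3K14 lie under the minimum signal.

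**Figure D3:**
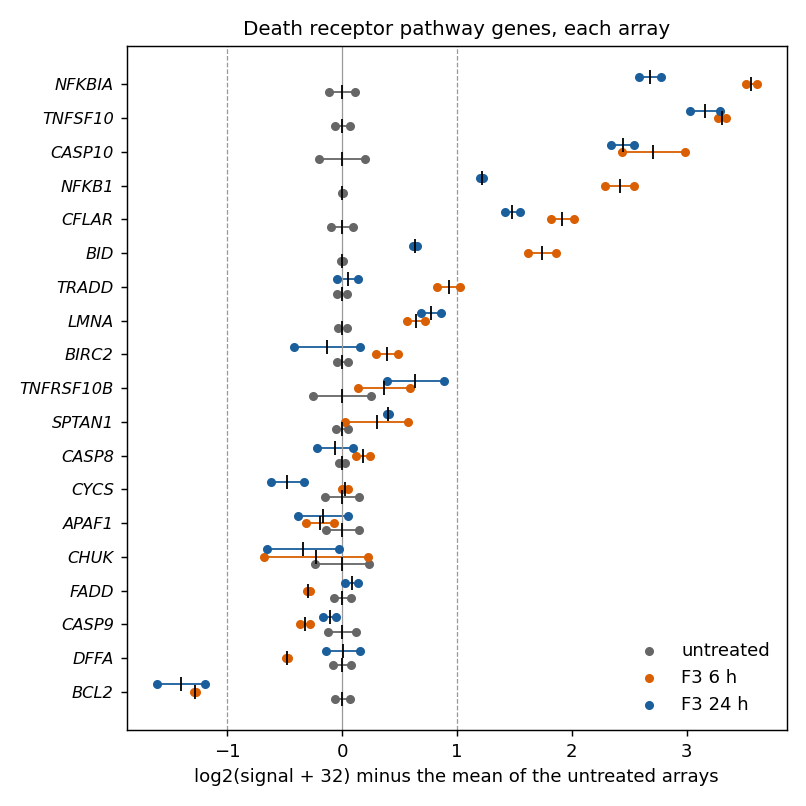
Change of each array against the mean of the untreated arrays, in log2(signal + 32), for 19 genes of the death receptor pathway, where each point is 1 array and the dashed lines mark a 2-fold change. TNFSF10, NFKBIA and CASP10 lie above 1 on all F3-treated arrays and BCL2 below -1.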

The 9 up-regulated genes include tumor necrosis factor (ligand) superfamily, member 10 (TNFSF10 or TRAIL), tumor necrosis factor receptor superfamily, member 10b (TNFRSF10B or DR5), caspase 10, apoptosis-related cysteine peptidase (CASP10), BH3 interacting domain death agonist (BID), CASP8 and FADD-like apoptosis regulator (CFLAR), TNFRSF1A-associated via death domain (TRADD), nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha (NFKBIA), nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (NFKB1), and caspase 7, apoptosis-related cysteine peptidase (CASP7); all of these genes are involved in cell death. 

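TNFSF10, the ligand TRAIL, had a signal of 277 ± 19.2 in untreated cells, 3021 ± 103 after 6 hours and 2737 ± 348 after 24 hours (mean ± SD, n = 2), a log2 fold change of 3.31 (standard error 0.15, adjusted p = 5.0e-08) at 6 hours from limma. BID, which carries the death signal to mitochondria, rose from 1169 ± 11.0 to 3993 ± 482 and was at 1831 ± 38.0 after 24 hours, with log2 fold changes of 1.74 (standard error 0.14, adjusted p = 5.8e-06) and 0.63. The latter had an adjusted p of 0.052 without untreated replicate 2. CFLAR, an inhibitor of CASP8 whose probe set can bind other transcripts, had 1.92 (standard error 0.17, adjusted p = 8.9e-06) at 6 hours and 1.48 at 24 hours. TRADD, an adapter of the TNF receptor, had 0.93 (standard error 0.18, adjusted p = 0.0032) at 6 hours and 0.05 at 24 hours, and with the mean of its probe sets the value at 6 hours was 0.61 (adjusted p = 0.13). CASP10, an initiator caspase, went from 26.6 ± 11.5 to 354 ± 103 and 284 ± 30.1. Its log2 fold change at 6 hours was 2.71 (standard error 0.32, adjusted p = 0.00011) from limma, which is imprecise since the untreated signal is near the floor. The next probe set of CASP10, almost as bright, went from 161 ± 38.3 to 260 ± 59.0, a ratio of only 1.61. For TNFRSF10B, the receptor DR5, the signals were 293 ± 79.8, 386 ± 91.4 and 474 ± 123, and the log2 fold changes 0.37 (standard error 0.26, adjusted p = 0.36) and 0.64 (standard error 0.26, adjusted p = 0.11) did not pass. At 24 hours it was 1.01 with the mean of the probe sets of TNFRSF10B (adjusted p = 0.034), and 0.92 with spike-in scaling (adjusted p = 0.028). BCL2 went from 985 ± 64.3 to 385 ± 3.96 and 356 ± 80.4, with -1.29 (standard error 0.19, adjusted p = 0.00067) and -1.40 (standard error 0.19, adjusted p = 0.00038). With the mean of its probe sets these were -0.57 and -0.45, and neither passed (adjusted p = 0.077 and 0.17).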

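DFFB, the nuclease that cuts DNA in apoptosis, had a signal of 89.8 ± 1.77 in untreated cells, 47.1 ± 10.6 after F3 treatment for 6 hours and 105 ± 24.4 after 24 hours (mean ± SD, n = 2), ratios of 0.525 and 1.17. Both arrays of 6 hours lay under both untreated arrays. CASP6, an executioner caspase, had 87.4 ± 25.2, 64.7 ± 27.2 and 68.6 ± 3.54, ratios of 0.741 and 0.785. Its other probe set, of a kind that can bind other transcripts, had 144 ± 2.76, 34.1 ± 27.3 and 32.2 ± 33.8, ratios of 0.237 and 0.224. Both genes lie under the minimum mean signal of 150, so neither was tested, and signals this low resolve small changes poorly.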

Two down-regulated genes were DNA fragmentation factor, 40kDa, beta polypeptide (caspase-activated DNase, DFFB) and caspase 6, apoptosis-related cysteine peptidase (CASP6). CASP6 cleavage by caspase-3 (CASP3), caspase-8 (CASP8) or -10 (CASP10) generates the two active subunits. In the microarray gene expression results, CASP3 and CASP8 showed no significant difference after F3 treatment. However, in our Q-PCR gene expression results, CASP8 showed a significant up-regulated expression. 

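CASP8, the initiator caspase of the death receptors, had a signal of 384 ± 11.5 in untreated THP-1 cells, 439.9 ± 27.9 after F3 treatment for 6 hours and 368 ± 62.0 after 24 hours (mean ± SD, n = 2). Its log2 fold changes of 0.18 (standard error 0.20, adjusted p = 0.57) and -0.06 (standard error 0.20, adjusted p = 0.87) did not pass limma's test. A dimmer probe set of CASP8 had ratios of 1.41 and 1.59 to untreated cells.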

CASP3 and CASP7 were cleaved into their active forms after F3 treatment as shown in Figure 6. In summary, F3 may bind to death receptor 4/5, and activate downstream apoptosis-related cysteine peptidase such as CASP8, CASP3 and CASP7, leading to the apoptosis of THP-1 cells.

**Figure 6:**
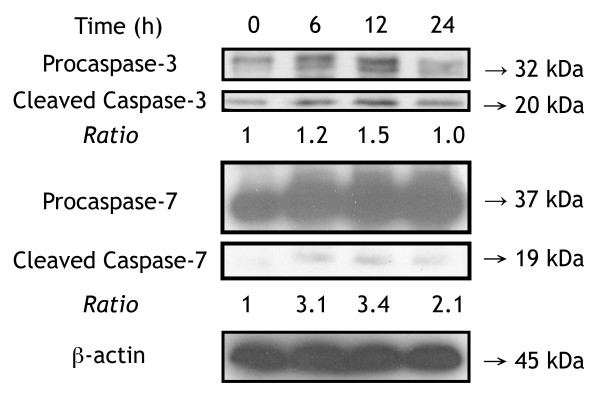
CASP3 and CASP 7 were cleaved into active forms after F3 treatment in THP-1 cells. After THP-1 cells were treated with F3 for 0, 6, 12, 24 hours, we detected proforms and active forms of CASP3 and CASP7 using western blotting. CASP3 and CASP7 were activated after F3 treatment.

The NF-*κ*B signaling pathway includes 21 genes among which 6 genes were up-regulated after treatment with F3. These six genes were TRADD, myeloid differentiation primary response gene (88) (MYD88), interleukin 1, alpha (IL1A), interleukin 1, beta (IL1B), NFKBIA and NFKB1. All of these genes are involved and are crucial in cell death. 

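Of 16 genes of the NF-κB signaling pathway that could be tested, 6 were up-regulated after F3 treatment for 6 hours, 1 was down-regulated and 9 did not pass limma's test (6 and 1 when adjusted over the list alone). After 24 hours 4 were up-regulated, none was down-regulated and 12 did not pass (5 higher when adjusted over the list alone). IL1B, interleukin 1 beta, had the largest rise, from a signal of 306 ± 20.8 in untreated cells to 18989 ± 172 after 6 hours and 5957 ± 362 after 24 hours (mean ± SD, n = 2), with log2 fold changes of 5.82 (standard error 0.13, adjusted p = 2.9e-10) and 4.15 (standard error 0.13, adjusted p = 5.0e-09) from limma. MYD88, the adapter of toll-like and IL-1 receptors, went from 1666 ± 127 to 6399 ± 967 and 4203 ± 542, with 1.92 (standard error 0.16, adjusted p = 5.7e-06) and 1.31 (standard error 0.16, adjusted p = 0.00013). TNFRSF1A, a receptor of TNF, had 0.69 (standard error 0.19, adjusted p = 0.023) at 6 hours, which did not pass without untreated replicate 1 or without F3 6 h replicate 1 (adjusted p = 0.17 for each) or with spike-in scaling (0.13). At 24 hours TNFRSF1A had 0.57 (standard error 0.19, adjusted p = 0.057), which passed with quantile (adjusted p = 0.043) and spike-in scaling (0.038). IRAK1, a kinase that MYD88 recruits, was lower at 6 hours, with -0.70 (standard error 0.20, adjusted p = 0.027). The adjusted p of IRAK1 was 0.15 and 0.066 without untreated replicate 1 and 2, 0.22 without F3 6 h replicate 2, 0.078 with median scaling and 0.11 with spike-in scaling. RELA, the subunit that activates transcription, did not pass at either time, with 0.03 and 0.17, and neither did IKBKB, IKBKG, MAP3K1, MAP3K7, TLR4 and TRAF6. IL1A, which lies under the minimum signal, had 76.6 ± 51.9, 271 ± 51.8 and 77.7 ± 62.2, ratios of 3.53 and 1.01.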

IL1B at low concentration induced strong apoptotic responses as revealed by caspase-8 activation and DNA fragmentation [48]. MYD88 is an adapter protein involved in Toll-like receptor and IL-1 receptor signaling pathways in the innate immune response and acts via interleukin-1 receptor-associated kinase (IRAK1) and TNF receptor-associated factor 6 (TRAF6), leading to NF-*κ*B activation, cytokine secretion and inflammatory responses. MYD88 can also induce IL-8 transcription and may be involved in myeloid differentiation. TRADD was observed to be overexpressed over 25-fold after F3 treatment for 3 hours. TRADD is an adapter protein in the tumor necrosis factor receptor superfamily, in which member 1A (TNFRSF1A/TNFR1) specifically associates with the cytoplasmic domain of activated TNFRSF1A/TNFR1, mediating its interaction with Fas (TNFRSF6)-associated via the death domain (FADD) [31]. Overexpression of TRADD leads to two major TNF-induced responses, apoptosis and the activation of NF-*κ*B. NF-*κ*B is a transcription factor regulating the expressions of a large number of genes critical in apoptosis regulation. NF-*κ*B is strongly activated shortly after TNF engagement with TNFR1, generating a pro-survival signal that must be overcome in many cell types for TNF to induce apoptosis [31]. Many reports also showed that Apo2L/TRAIL could activate NF-*κ*B [29,49]. In our results, activation of the NF-*κ*B signaling pathway caused further THP-1 cell death after F3 treatment.

The TNFR2 signaling pathway includes 17 genes among which 7 genes were differentially expressed in F3- or LPS-treated THP-1 cells. All of these seven genes were up-regulated after treatments with F3 or LPS, as shown in Table 2. 

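Of 12 genes of the TNFR2 signaling pathway that could be tested, 7 were up-regulated after F3 treatment for 6 hours and 6 after 24 hours, and none was down-regulated (7 and 7 when adjusted over the list alone). TNFAIP3, which ends NF-κB signaling, had a signal of 588 ± 226 in untreated cells, 7229 ± 99.9 after 6 hours and 3302 ± 93.5 after 24 hours (mean ± SD, n = 2), with log2 fold changes of 3.60 (standard error 0.21, adjusted p = 2.9e-07) and 2.48 (standard error 0.21, adjusted p = 8.3e-06) from limma. TNFRSF1B, the receptor TNFR2, went from 507 ± 145 to 2218 ± 739 and 1790 ± 66.9, with 2.05 (standard error 0.23, adjusted p = 8.7e-05) and 1.78 (standard error 0.23, adjusted p = 0.00028). TANK, which binds TRAF proteins, had 1.38 (standard error 0.20, adjusted p = 0.00051) and 1.07 (standard error 0.20, adjusted p = 0.0029). DUSP1, a phosphatase of MAP kinases, rose at 6 hours, with 1.76 (standard error 0.27, adjusted p = 0.00073). Its value at 24 hours, 0.76 (standard error 0.27, adjusted p = 0.07), did not pass, except without untreated replicate 1 (adjusted p = 0.036) and with spike-in scaling (adjusted p = 0.027). CHUK and TRAF3 did not pass at either time, nor did the kinases IKBKB, IKBKG and MAP3K1, while LTA and MAP3K14 lie under the minimum signal.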

TNF binds to two different receptors, TNF receptor 1 (TNFR1) and TNFR2 (TNFRSF1B). TNFR2 is produced by activating lymphocytes and can be cytotoxic to many types of tumors and cells. TNFR2 expression is to mediate the anti-tumor effect of TNF, and NO is necessary for this process, possibly by inhibiting angiogenesis in the tumor [50]. Like TNFR2, TNF receptor-associated factor 1 (TRAF1) was also up-regulated in F3- or LPS-treated THP-1 cells. 

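TRAF1 had a signal of 84.2 ± 16.2 in untreated THP-1 cells, 519 ± 3.11 after F3 treatment for 6 hours and 393 ± 38.7 after 24 hours (mean ± SD, n = 2). Its log2 fold change from limma was 2.25 (standard error 0.23, adjusted p = 3.1e-05) at 6 hours and 1.88 (standard error 0.23, adjusted p = 0.00015) at 24 hours, as all F3-treated arrays lay above both untreated arrays. The difference between the 2 times, -0.38 with an adjusted p of 0.33, did not pass.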

TRAF1 is an adapter protein and signal transducer that links members of the TNFR family to different signaling pathways by association with the receptor cytoplasmic domain and kinases. TRAF1 is involved in apoptosis by mediating the activation of NF-*κ*B and c-Jun N-terminal kinase (JNK) [51]. TRAF family member-associated NF-*κ*B activator (TANK) acts as a regulator of TRAF function by maintaining TRAF in a latent state. Alpha-induced protein 3 (TNFAIP3), a tumor necrosis factor, was induced by TNF-*α *and identified as a regulatory component of a putative cytoplasmic signaling cascade that mediates NF-*κ*B activation in response to DNA damage [52].

Toll-like receptor pathway was observed to be significant (p < 0.05 and q < 0.05) in LPS-treated but not in F3-treated THP-1 cells (Table 1). This pathway includes 27 genes among which six and seven genes were differentially expressed in F3- and LPS-treated THP-1 cells, respectively. 

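Of 22 genes of the toll-like receptor pathway that could be tested, 5 were up-regulated after F3 treatment for 6 hours, 2 were down-regulated and 15 did not pass limma's test (5 and 3 when adjusted over the list alone), and with median and spike-in scaling 1 was down-regulated. After 24 hours 7 were up-regulated, none was down-regulated and 15 did not pass (8 higher when adjusted over the list alone). TLR2, a receptor of microbial lipoproteins, had a signal of 1244 ± 152 in untreated cells, 1338 ± 152 after 6 hours and 2329 ± 424 after 24 hours (mean ± SD, n = 2). It rose at 24 hours, with a log2 fold change of 0.88 (standard error 0.17, adjusted p = 0.004) from limma. TLR4, the receptor of LPS, did not pass at either time, with 0.29 and 0.24. FOS, a transcription factor, had 0.66 (standard error 0.26, adjusted p = 0.091) at 6 hours, which passed without untreated replicate 1 (adjusted p = 0.0098), and rose at 24 hours with 1.27 (standard error 0.26, adjusted p = 0.0052). ELK1, MAP2K4, MAP2K6, TOLLIP and ECSIT did not pass at either time, and ELK1 has a probe set that can bind other transcripts. In a wider list of 16 pattern recognition receptors and adapters, 5 were higher and 2 lower at 6 hours, and 9 higher and none lower at 24 hours (6 and 3, then 10 and none, when adjusted over the list alone), and with median and spike-in scaling 1 was lower at 6 hours. RIGI and IFIH1, which sense viral RNA, had 3.29 and 3.42 at 6 hours and 3.05 and 2.96 at 24 hours. Camera placed this list above other genes at both times (adjusted p = 0.0026 and 2.7e-07), and with an estimated correlation at 24 hours (adjusted p = 0.042) but not at 6 hours (adjusted p = 0.098).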

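EIF2AK2, a kinase that senses double-stranded RNA, had a signal of 874 ± 152 in untreated cells, 3326 ± 616 after F3 treatment for 6 hours and 2441 ± 360.4 after 24 hours (mean ± SD, n = 2), with a log2 fold change at 6 hours of 1.89 (standard error 0.18, adjusted p = 2.3e-05) from limma. JUN, a transcription factor whose probe set can bind other transcripts, went from 856 ± 56.4 to 3352 ± 937 and 1242 ± 42.1, with 1.90 (standard error 0.19, adjusted p = 2.4e-05) at 6 hours and 0.52 (standard error 0.19, adjusted p = 0.072) at 24 hours. The latter passed without F3 6 h replicate 1 or 2 (adjusted p = 0.038 and 0.037). The ratio of JUN at 6 hours was 3.92, and among its other probe sets it ranged from 2.12 to 18.5. TAB2, an adapter of the kinase MAP3K7, rose at 6 hours, with 0.81 (standard error 0.17, adjusted p = 0.0055), and its adjusted p was 0.054 without untreated replicate 2, 0.055 without F3 6 h replicate 2 and 0.061 with spike-in scaling. MAPK8, the kinase JNK, lies under the minimum signal and was not tested. Its signals were 79.3 ± 69.5, 176 ± 19.4 and 180 ± 30.1, ratios of 2.23 and 2.27, and a dimmer probe set had 2.92 and 0.543, and both probe sets can bind other transcripts. MAP2K3 was not analysed here.

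**Figure D4:**
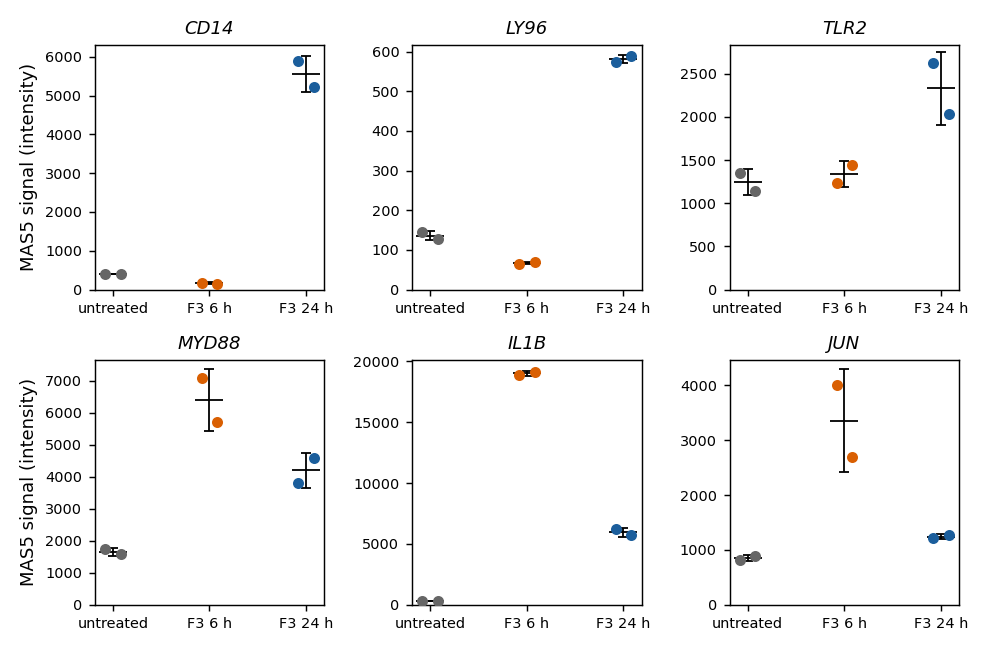
MAS5 signal of CD14, LY96, TLR2, MYD88, IL1B and JUN on each array, where points are arrays and bars give the mean ± SD of the 2 arrays of a group. CD14 and LY96 are highest at 24 hours, and MYD88, IL1B and JUN at 6 hours.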

After F3 treatment for six hours, MYD88, eukaryotic translation initiation factor 2-alpha kinase 2 (EIF2AK2), NFKBLA, mitogen-activated protein kinase kinase 3 (MAP2K3), mitogen-activated protein kinase 8 (MAPK8) and v-Jun sarcoma virus 17 oncogene homolog (avian) (JUN) were up-regulated and CD14 antigen (CD14) was down-regulated. Interestingly, CD14 was up-regulated after treatments with LPS and F3 for 24 hours. 

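CD14, the co-receptor that hands LPS to TLR4, had a signal of 407 ± 6.01 in untreated THP-1 cells, 166 ± 20.4 after F3 treatment for 6 hours and 5558 ± 461 after 24 hours (mean ± SD, n = 2), ratios of 0.408 and 13.6. Its log2 fold changes were -1.15 (standard error 0.16, adjusted p = 0.00046) at 6 hours and 3.67 (standard error 0.16, adjusted p = 4.0e-08) at 24 hours from limma. The difference between the 2 times was 4.82 (standard error 0.16, adjusted p = 5.3e-08). The last difference passed the test with quantile, median and spike-in scaling.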

CD14 cooperates with TLR4 to mediate the innate immune response to LPS and acts via MYD88 and TRAF6, leading to NF-*κ*B activation, cytokine secretion and the inflammatory response. 

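LY96, the partner of TLR4 also known as MD-2, had a signal of 136 ± 12.0 in untreated cells, 66.8 ± 3.11 after F3 treatment for 6 hours and 581 ± 10.5 after 24 hours (mean ± SD, n = 2), ratios of 0.490 and 4.26. The log2 fold change at 24 hours was 1.87 (standard error 0.26, adjusted p = 0.00044) from limma. At 6 hours it was -0.77 (standard error 0.26, adjusted p = 0.058), which did not pass, although it did without the intensity trend (adjusted p = 0.014). Between the 2 times LY96 rose by 2.63 (standard error 0.26, adjusted p = 0.00019).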

Lymphocyte antigen 96 (LY96) was up-regulated after treatment with F3 or LPS for 24 hours. The downstream signaling pathway used by toll-like receptors are similar to that used by IL-1 receptors, which is activating the IL-1 receptor associated kinase (IRAK) through the MYD88 adaptor protein, and signaling through TRAF-6 and protein kinase cascades to activate NF-*κ*B and Jun [53]. In conclusion, the expression of these genes in the toll-like receptor pathway may implicate their associations with THP-1 apoptosis after F3 or LPS treatment.

### Comparisons between oligonucelotide microarray and Q-PCR results

To further validate our findings from the microarray analysis, we selected a set of genes known for their involvement in apoptosis through death receptors, and carried out gene expression studies using Q-PCR. 18 gene expressions related to the death receptor pathway were examined between F3- or LPS-treated THP-1 cells for 3, 6, 12, and 24 hours. mRNAs were reverse-transcribed and amplified through Q-PCR using primers specific for each gene of interest; the housekeeping gene, GAPDH, was used as internal control. Each experiment was repeated three times. The results are shown in Figure 7 and 8. Significance analysis of Q-PCR measurements was performed by EDGE software package [54]. There were nine significantly differential gene expressions in F3-treated THP-1 cells, including TNFRSF10B, CASP7, CASP6, TRADD, CASP3, TNFSF12, baculoviral IAP repeat-containing 2 (BIRC2/c-IAP), conserved helix-loop-helix ubiquitous kinase (CHUK/IKK*α*), and NF-*κ*B (NFKB1); whereas in LPS-treated THP-1 cells these were TNFRSF12, CASP7, TNFSF12, CASP6, TRAF2, and NFKB1. 

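On the microarrays, BIRC2, an inhibitor of caspases, had a signal of 763 ± 38.2 in untreated cells, 1012 ± 97.8 after F3 treatment for 6 hours and 707 ± 206 after 24 hours (mean ± SD, n = 2), ratios of 1.33 and 0.926. CHUK, a kinase that releases NF-κB, had 243 ± 63.4, 212 ± 105 and 187 ± 66.0, ratios of 0.870 and 0.769. FADD, the adapter that recruits CASP8 to the receptors, had 509 ± 39.4, 408 ± 5.73 and 540.5 ± 32.6, ratios of 0.802 and 1.06. None of these 3 genes passed limma's test at either time, with adjusted p between 0.19 and 0.8. The Q-PCR measurements were not analysed here.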

Figure 9 shows that nearly all genes are consistent between the microarray and Q-PCR data.

**Figure 7:**
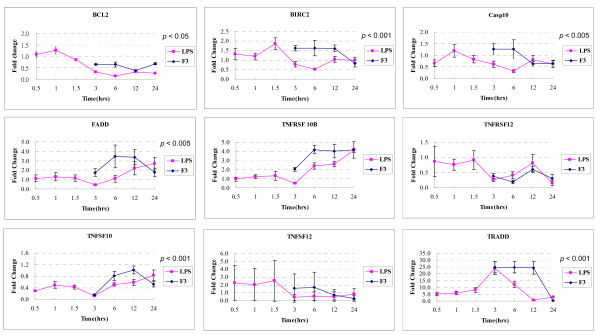
Fold change in time-course gene expression of F3- or LPS-induced THP-1 cells by Q-PCR. First, THP-1 cells were treated with F3 or LPS for different periods of time and were collected at different time points. Total RNA was isolated from cell lines using TRIzol reagent. First-strand cDNA synthesis were performed with 5 *μ*g of total RNA in a volume of 20 *μ*l with 1 *μ*l ThermoScript™ Reverse Transcriptase (Invitrogen) and 1 *μ*l oligo(dT). Extracted first-strand cDNAs were analyzed using BioRad iCycler iQ Real-Time Detection System with SYBR Green dye (Molecular Probes, Eugene, OR). Software designed for the BioRad iCycler will aid in analyzing collected data. mRNA expression of these genes were normalized to RNA content for each sample by using GADPH gene products as internal controls. Relative expression was calculated as the ratio of expression from each F3-treated THP-1 cells in comparison to untreated THP-1 cells (control). The error bar came from n > 3. The *p *values indicate the statistical significance of different time-course gene expression profiles between F3 and LPS treatment.

**Figure 8:**
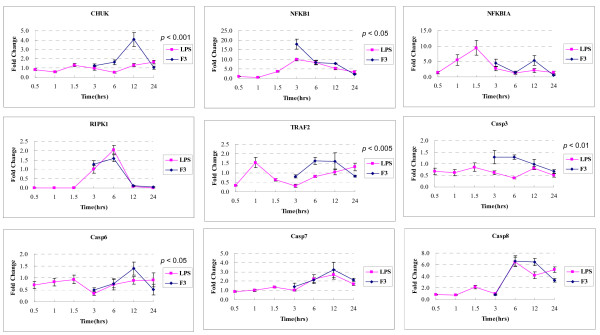
Fold change in time-course gene expression of F3- or LPS-induced THP-1 cells by Q-PCR. (continued from Figure 7)

**Figure 9:**
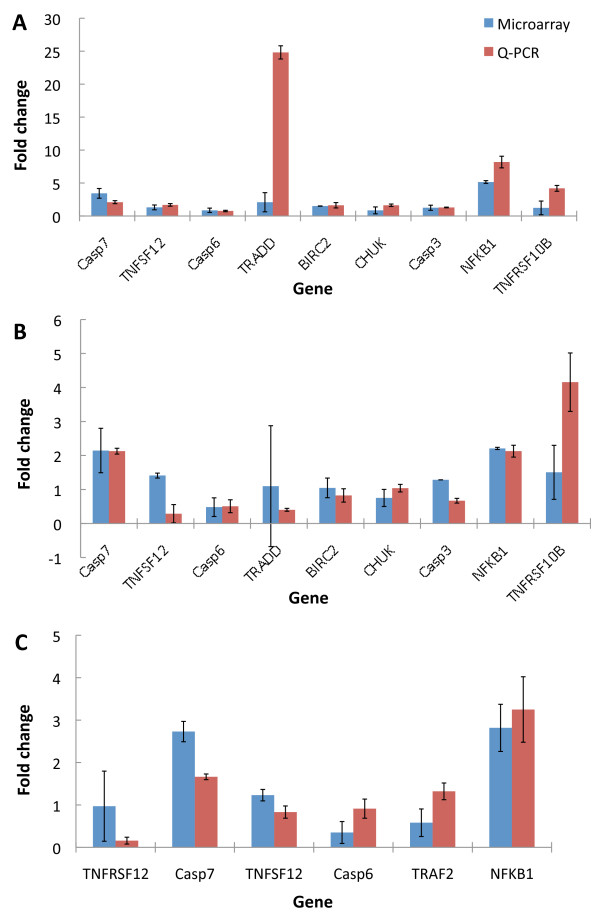
**Comparisons between oligonucelotide microarray and Q-PCR results**. (A) THP-1 cells were treated with F3 for 6 hours (A) and 24 hours (B) and with LPS for 24 hours (C). The gene expressions showed consistent trends between the microarray and Q-PCR results. The error bar came from n > 3.

We compared the 18 gene expressions in the time courses after F3 or LPS treatments, as shown in Figure 7 and 8. Statistically significant difference of time-course gene expression profiles between F3 and LPS treatment was observed for TRADD, CHUK, TRAF2, BIRC2, TNFSF10, FADD, CASP3, CASP10, CASP6, BCL2, and NFKB1, while other genes exhibited similar expression trends. These results suggest that THP-1 cells have similar but different gene expression response to F3 and LPS treatments.

### Construction of cell death gene networks and possible pathways involved in F3-induced THP-1 cell death

Based on our time-course Q-PCR data, we constructed the cell death gene network in F3-treated THP-1 cells by our self-developed software tool, BSIP [55]. Assuming that gene regulatory network follows the S-system mathematical model [56], we used BSIP to estimate the modeling parameters, identify the optimized structure, compare the concordance, and infer a plausible regulatory network. Moreover, we established the interrelated apoptosis pathways initiated by F3 in THP-1 cells using our concurrent findings, as illustrated in Figure 10. Death receptors, which belong to tumor necrosis factor (TNF) gene superfamily, are cell surface receptors that transmit apoptosis signals and play a crucial role in apoptosis and cell survival. Our characterized death receptors are TNFR1 (tumor necrosis factor receptor-1), TNFR2 (tumor necrosis factor receptor-2), and DR4/5 (also called TRAIL-R1/2) [31]. TNF-*α *and TNFSF10, also called TRAIL, exhibit an increase in gene expression in F3-treated THP-1 cells. 

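TNF, which encodes TNF-α, had a signal of 117 ± 25.1 in untreated THP-1 cells, 3112 ± 899.6 after F3 treatment for 6 hours and 729 ± 32.2 after 24 hours (mean ± SD, n = 2). Its log2 fold change was 4.38 (standard error 0.22, adjusted p = 8.3e-08) at 6 hours and 2.36 (standard error 0.22, adjusted p = 1.6e-05) at 24 hours from limma, and it was lower at 24 hours than at 6 hours, with -2.02 (standard error 0.22, adjusted p = 0.00028). TNFSF10 differed between the 2 times by -0.15, which did not pass (adjusted p = 0.59). Of 9 TRAIL, TNF and Fas ligands and receptors that could be tested, 5 were higher at 6 hours and 3 at 24 hours, and none was lower (6 and 6 higher when adjusted over the list alone), while with spike-in scaling 4 were higher at 6 hours and 6 at 24 hours. TNFRSF21, the receptor DR6, rose at 6 hours, with 1.24 (standard error 0.17, adjusted p = 0.00038), and had 0.08 at 24 hours. Camera placed the list above other genes at both times (adjusted p = 2.2e-05 and 0.00016), but not with an estimated correlation (adjusted p = 0.067 and 0.076).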

When TNF-*α *binds to TNFR1, adaptor protein TRADD recruitment follows, and then it interacts with another death domain-containing molecule FADD, leading to the subsequent cleavage of pro-caspase-8 [57]. The binding of TRAIL to DR4/5 also induces the recruitment of FADD and pro-caspase-8 of auto-proteolytic activation [37]. Interactions between pro-caspase-8 and FADD result in further activation of caspase-3 and caspase-7, and also the initiation of apoptosis [58]. In addition to apoptotic signals, recruitment of TRAF2 through TNFR2 binding TNF-*α *activates NF-*κ*B, thus producing anti-apoptotic signals [59]. TNFR1 also activates anti-apoptotic NF-*κ*B. NF-*κ*B-dependent activation of *TRAF2*, *RIPK1*, and *BIRC2 *gene expressions seemed to support this because TRAF2 and RIP interacting with TRADD prevented caspase-8 activation, while c-IAPs inhibited caspase-3 and caspase-7 activation [60]. When NF-*κ*B is activated, I*κ*B is phosphorylated by protein kinase IKK and this phosphorylation serves as a signal for the ubiquitination and degradation of I*κ*B. Free NF-*κ*B dimers are released and translocated to the nucleus, where they enhance the transcription of target genes. NF-*κ*B activation and I*κ*B degradation prompt cell survival signals and mediate immune responses [61]. In contract, NF-*κ*B is a transcription factor that regulates expression of a large number of genes critical for the regulation of apoptosis, and many reports have showed that Apo2L/TRAIL can activate NF-*κ*B [29,49]. All in all, NF-*κ*B activation can promote apoptosis or survival, depending on the cellular contents [49].

**Figure 10:**
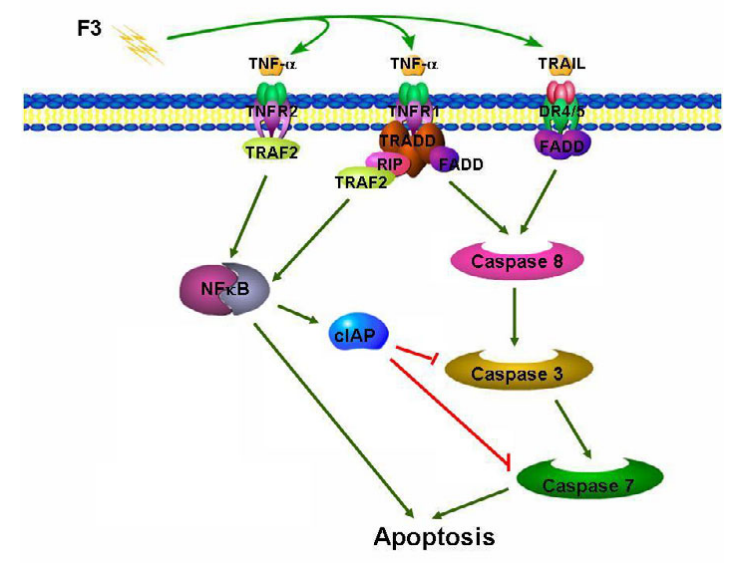
**Proposed F3-induced cell death pathways in THP-1 cells**. Based on our self-developed software for the reconstruction of gene networks in addition to literature research, we proposed plausible cell death pathways induced by F3 in THP-1 cells. F3 may induce death receptor ligands (TNF-*α *and TRAIL) to initiate signaling via receptor oligomerization, recruitment of specialized adaptor proteins and activation of caspase cascades. Lastly, cell shrinkage and apoptosis occur.

## Conclusion

In conclusion, we performed time-course microarray analysis and Q-PCR assays for measuring gene expression profiles of F3-treated THP-1 cells. Integrating the expression data, we applied computational modeling to infer plausible gene regulatory networks involved in F3-induced cell death. Our results suggested that F3 might mimic/induce death receptor ligands such as TNF-*α *and TRAIL to initiate signaling via death receptor oligomerization, recruitment of specialized adaptor proteins, and the activation of caspase cascade, followed by cell shrinkage and apoptosis. This study confirmed microarray analysis to be a powerful tool for demonstrating gene expressions related to the efficacy of anti-tumor drugs such as *Ganoderma lucidum *polysaccharides, F3, on tumor growth. This approach opens a different way of elucidating the molecular mechanisms for anti-tumor compounds or drugs in cancer cells. Information in this study may present a powerful tool for cancer diagnosis and therapy.

## Methods

### Materials

Crude Reishi extract (prepared via alkaline extraction (0.1N NaOH), neutralization and ethanol precipitation) was obtained from Pharmanex Co. (CA, USA). All chemicals and reagents were from Sigma-Aldrich Co., unless indicated.

### Purification of Reishi extract

Crude Reishi powder (obtained from Pharmanex Co.) 6 g was dissolved in 120 mL of dd water, stirred at 4°C for 1 hour, and centrifuged (1000 rpm) for 1 hour to remove the insoluble. The resulting solution was concentrated at 40~ 50°C to give a small volume which then was lyophilized to generate 5 g (83%) powder of dark-brown color. This water soluble residue was stored at -20°C for further purification.

### Isolation of the F3 fraction of Reishi polysaccharide [8]

F3 was isolated from the dark powder of water soluble residue of Reishi polysaccharide. The procedure during chromatography was maintained at 4°C in cool room. The 2.1 g sample was dissolved in a small volume of Tris buffer (pH7.0, 0.1N) containing 0.1% sodium azide, and purified by gel filtration chromatography using a Sephacryl S-500 column (95 × 2.6 cm) with 0.1N Tris buffer (pH 7.0) as the eluent. The flow rate was set at 0.6 mL/min, and 6.0 mL per tube was collected. After the chromatography, each fraction was subjected to phenol-H_2_SO_4 _method to detect the content of sugar in each tube. Five fractions were collected (fractions 1–5), F3 fraction was concentrated at 40~ 50°C to give a small volume in rotary vapor, which was dialyzed or purified through G-50 column to remove excessive salt and sodium azide and was then lyophilized to give 520 mg (25%) of F3.

### THP-1 cell culture and induction of cell death

The monocyctic cell-line THP-1 cells were seeded at an initial concentration of 10^5 ^cells/mL in RPMI 1640 Medium supplemented with 2 mg/mL sodium bicarbonate (Atlanta Biologicals, GA, USA), 4.5 mg/mL glucose, 2 mg/mL HEPES, 1% Antibiotic-antimycotic, 10% serum fetal bovine. Cells were cultured at 37°C in an incubator with controlled humidified atmosphere containing 5% CO_2_. We detected apoptotic cells by 4,6-diamidino-2-phenylindole (DAPI; Sigma, St. Louis, MO, USA) staining. After washing with PBS and fixing with 4% paraformaldehyde for 15 min, the cells were stained with 2 mg/mL DAPI for 20 min. The stained cells were examined under a fluorescent microscope and cells were considered to undergo apoptosis based on the appearance of nuclear fragmentation.

### Detection of TNF-*α *activity by colorimetric sandwich ELISA

The induction agent, lipopolysaccharide (LPS) or F3, was dissolved in RPMI 1640 Medium at a stock concentration of 4 mg/mL and 2 mg/mL, respectively; then stored at -20°C. THP-1 cells with 10^5 ^cells/mL concentrations were seeded in 96-well microplates and incubated overnight. Then the cells (1.25 × 10^4^) were treated with F3 at the dosages indicated as 1 *μ*g/mL, 10 *μ*g/mL, 50 *μ*g/mL, 100 *μ*g/mL, 200 *μ*g/mL, and with LPS at the dose of 1 *μ*g/mL, respectively. The same volume of medium was applied as control. After 24 hours, the supernatants were collected at indicated time points by centrifugation at 1200 g for 5 min. In vitro TNF-*α *activity was determined using Human TNF-*α *Immunoassay Kit (Quantikine^®^, RD systems) based on the manual provided. The procedure is briefly described as follows. Assay Diluent RD1F solution (50 *μ*L) and 200 *μ*L of sample supernatants, standard and control, were gently mixed and loaded into individual wells. After 2 hours of incubation at room temperature, each well was aspirated, washed three times with 400 *μ*L of Wash Buffer, loaded with 200 *μ*l of secondary antibody solution (TNF-*α *Conjugate solution) at room temperature for 1 hour. The same aspiration and wash procedures were performed; 200 *μ*L of substrate solution was then added to each well and incubated in darkness at room temperature for 20 min. The enzymatic reaction was finally terminated by the addition of 50 *μ*l of Stop Solution. The optical density was determined using a microplate ELISA reader (Molecular Devices Corporation, California, USA) set at 450 nm with the correction wavelength at 540 or 570 nm. The concentration of TNF-*α *was determined by plotting the sample reading against the standard curve. All the measurements were performed in triplicate.

### Microarray gene expression analysis

THP-1 cells with 10^7 ^cells/mL concentrations were seeded in 100 mm dish and incubated overnight. After that, cells were treated with F3 and LPS at a final concentration of 30 *μ*g/mL and 1 *μ*g/mL, respectively. After incubated for 6 and 24 hours, the cell pellets were collected by centrifugation at 250 g for 5 min, correspondingly. Controlled samples of un-induced cells were treated in the same way with the same amount of medium. Total cellular RNA was extracted from a minimum of 5 × 10^6 ^cells with the use of TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA); RNA was additionally purified with phenol-chloroform-isoamylalcohol (25:24:1). Purity was confirmed by spectrophotometry (A_260_/A_280 _ratio) and capillary electrophoresis (Agilent 2100 Bioanalyzer, Agilent Inc, Foster City, CA). RNA processing and hybridization onto Affymetrix (Santa Clara, CA) HG-U133A GeneChip oligonucleotide microarray were performed according to the manufacturer's protocol. Initial data analysis was performed using Affymetrix Microarray Suite v5.0 software, setting the scaling of all probe sets to a constant value of 500 for each GeneChip. Additional data analysis was performed using GeneSpring v5.1 (Silicon Genetics Inc., Redwood City, California). Principle component analysis on gene expression profiles of control (0 and 6 hours) and F3-treated (6 and 24 hours) samples were performed using Cluster 3.0 [62]. Genes with 2-fold change in differential expression between THP-1 control (combining 0 and 6 hours in total of four arrays) and F3- or LPS-treated THP-1 cells were selected for further analysis. Based on fold-change expression, genes that were differentially expressed between the two repeated microarray experiments were subjected to a scatter-plot analysis.

### Functional classification of differentially expressed genes

The differentially expressed genes were classified into groups based on their annotated functions using the BGSSJ software tool [63]. BGSSJ is an XML-based Java application that organizes lists of genes or proteins according to Gene Ontology database for biological interpretation [64], and organizes information based on molecular functions, biological processes, and cellular components for a number of different organisms. For our transcriptomic data, the UniGene IDs of the differentially expressed genes were used to input into BGSSJ with a database option of "NCBI + GO".

### Biological pathway annotations

The differentially expressed genes were annotated to specific biological pathways. For each UniGene ID, we retrieved its biological pathways from either BioCarta [44] or KEGG [45] through the existing NCI CGAP gene information database [46]. Biological pathways were mapped and sorted on the order of matching significance using the ArrayXPath web tool [47].

### Statistical analysis for identification of significantly disturbed pathways

The disturbed pathways with statistical significance were identified based on Fisher's exact test and false discovery rate. The statistical analysis was performed using ArrayXPath.

### Primer design

Primers were designed based on the published sequences in NCBI. We used Beacon Designer [65] to design the primers. Primers were designed to meet the following requirements: 75–150 bp in length, 50–60% in CG content, less than 5 degrees Tm difference between forward and reverse primers, limited GC repeats, amplicons between 80–120 bp, and limited dimer and hairpin formation. The designed primers are shown in Table 3.

**Table 3:** Primer sequences in Q-PCR experiments

Gene Name	Primer Sequence	PCR products
**Sense Primer**		
BCL2-S	CGATGTGATGCCTCTGCGAAG	95 bp
BCL2-A	GCCATGCTGATGTCTCTGGAATC	
BIRC2-S	GTTCCAGTTCAGCCTGAGCAG	102 bp
BIRC2-A	CCAACACCTCAAGCCACCATC	
CASP10-S	CACAGTCCACCCACCCTCTC	132 bp
CASP10-A	CTTCCTATGTGAGCACCTTCCTTAC	
FADD-S	ACAGCATCGAGGACAGATACCC	96 bp
FADD-A	CCACTGTTGCGTTCTCCTTCTC	
TNFRSF10B-S	GCACCACGACCAGAAACACAG	124 bp
TNFRSF10B-A	CAATCACCGACCTTGACCATCC	
TNFRSF12-S	TCAGCCAATGTGTCAGCAGTTC	150 bp
TNFRSF12-A	CGCAGCCATCGCCATGTTC	
TNFSF10-S	GCTGAAGCAGATGCAGGACAAG	136 bp
TNFSF10-A	CTGACGGAGTTGCCACTTGAC	
TNFSF12-S	TCAACAGCTCCAGCCCTCTG	146 bp
TNFSF12-A	CACACCATCCACCAGCAAGTC	
TRADD-S	TTTGCTGGCGGACGAGGAG	119 bp
TRADD-A	CCGAGCCGCACTTCAGATTTC	
CHUK-S	GCCATCCACTATGCTGAGGTTG	140 bp
CHUK-A	GCACGCTGTTCCAGAGATTCC	
NFKB1-S	CTCAAAGCAGCAGGAGCAGATC	71 bp
NFKB1-A	TCCCAAGAGTCATCCAGGTCATAG	
NFKBIA-S	AGTGATCCGCCAGGTGAAGG	130 bp
NFKBIA-A	ACAGCCAGCTCCCAGAAGTG	
RIPK1-S	AAGTGGGTGATGAGGGAAGGC	80 bp
RIPK1-A	TCGATCCTGGAACACTGGTGG	
TRAF2-S	AACATTGTCTGCGTCCTGAACC	159 bp
TRAF2-A	AGCCATCGCCAGGTCCTTG	
Casp3-S	ATGGACCACGCAGGAAGGG	68 bp
Casp3-A	GGCAGCATCATCCACACATACC	
Casp6-S	GCCACGCAGATGCCGATTG	139 bp
Casp6-A	CCAACCAGGCTGTGACACTTG	
Casp7-S	GTCTCACCTATCCTGCCCTCAC	114 bp
Casp7-A	TTCTTCTCCTGCCTCACTGTCC	
Casp8-S	GAAAAGCAAACCTCGGGGATAC	113 bp
Casp8-A	CCAAGTGTGTTCCATTCCTGTC	
GAPDH-S	ACACCCACTCCTCCACCTTTG	98 bp
GAPDH-A	GCTGTAGCCAAATTCGTTGTCATAC	

"S" means sense strand; "A" means anti-sense strand.

### Quantitative real-time PCR

Gene expression of the genes in death receptor pathway was determined by RT-PCR. Total RNA were isolated from cell lines using TRIzol reagent according to the manufacturer's protocol. First-strand cDNA synthesis was performed on 5 *μ*g of total RNA in a volume of 20 *μ*l with 1 *μ*l ThermoScript™ Reverse Transcriptase (Invitrogen) and 1 *μ*l oligo(dT). Extracted first-strand cDNAs were analyzed using a BioRad iCycler iQ Real-Time Detection System with SYBR Green dye (Molecular Probes, Eugene, OR). SYBR Green yields a strong fluorescent signal on binding double-stranded DNA enabling the quantification of gene expression by measurement of the intensity of the fluorescent light. SYBR Green will bind to any PCR product amplified by primers and is therefore, non-specific and less accurate than designing specialized probes. Targeted products were between 100–200 bp. For each experimental setup, a standard curve was prepared consisting of 5 dilutions of PCR products. Software produced for the BioRad iCycler will aid in evaluating collected data. mRNA expression of these genes were normalized to RNA content for each sample by using GADPH gene products as internal controls. The relative expression was calculated as the ratio of expression from each F3-treated THP-1 cells compared with the control THP-1 cells.

### Significance analysis of Q-PCR experiments

Significance analysis of Q-PCR experiments was performed by the EDGE software tool [54,66]. EDGE is based on Optimal Discovery Procedure, a new method that finds the optimal rule for calling differentially expressed genes, and Time Course Methodology.

### Western blotting

F3-treated and untreated THP-1 cells were washed with PBS twice. Cell pellets (1 × 10^7 ^cells) were solubilized in lysis buffer containing 7 M urea, 4% CHAPS, 2M thiourea, and 0.002% bromophenol blue. Lysates were centrifuged at 13,200 × g for 30 mins. Proteins were loaded into 10% SDS-PAGE and transferred onto polyvinylidene difluoride membranes (Millipore, Bedford, MA) at 150 V for 1.5 hours. After blocking in 5% nonfat milk in PBST containing 0.05% Tween 20 (Sigma) at room temperature overnight with gentle rocking, membranes were probed with antibodies. Primary antibodies involved in this study include CASP3 (IMGENEX, San Diego, CA) and CASP7 (Upstate, Lake Placid, NY) diluted in 1:200 and 1:300, respectively. Membranes were incubated with corresponding primary antibody and then incubated with secondary antibodies (biotinylated anti-mouse IgG-HRP, 1:2000 dilution, Abcam, Cambridge, UK). After incubation with secondary antibodies, immunoblots were visualized with the ECL detection kit (Amersham Biosciences) and exposed to X-ray film. *β*-actin was used as an internal loading control.

### Network construction

Based on the time-course Q-PCR data, we reconstructed a plausible gene regulatory network in F3-treated THP-1 cells using the BSIP web tool [55]. We developed BSIP to solve the reverse engineering problems for gene regulatory network or other biological networks. BSIP is a PHP-based web server for identification of biological networks using experimental time-series data obtained from microarray, Q-PCR, proteomics, or metabolomics measurements. Based on the S-system modeling formalism, X˙i=αi∏jXjgij−βi∏jXjhij
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacPC6xNi=xH8viVGI8Gi=hEeeu0xXdbba9frFj0xb9qqpG0dXdb9aspeI8k8fiI+fsY=rqGqVepae9pg0db9vqaiVgFr0xfr=xfr=xc9adbaqaaeGacaGaaiaabeqaaeqabiWaaaGcbaGafmiwaGLbaiaadaWgaaWcbaGaemyAaKgabeaakiabg2da9GGaciab=f7aHnaaBaaaleaacqWGPbqAaeqaaOWaaebuaeaacqWGybawdaqhaaWcbaGaemOAaOgabaGaem4zaC2aaSbaaWqaaiabdMgaPjabdQgaQbqabaaaaOGaeyOeI0caleaacqWGQbGAaeqaniabg+GivdGccqWFYoGydaWgaaWcbaGaemyAaKgabeaakmaarafabaGaemiwaG1aa0baaSqaaiabdQgaQbqaaiabdIgaOnaaBaaameaacqWGPbqAcqWGQbGAaeqaaaaaaSqaaiabdQgaQbqab0Gaey4dIunaaaa@4BEF@, where *X*_*i *_represents the gene expression level and *α*_*j*_, *β*_*j*_, *g*_*ij*_, and *h*_*ij *_represent the regulatory parameters, an evolutionary optimization method with data collocation [56] was used to estimate the modeling parameters with the measured time-series data of gene expression and determine the regulatory network structure.

## Authors' contributions

KCC carried out cell culture, detection of TNF-*α *activity, Q-PCR and microarray experiments. KCC, HCH, JHC, JWH, HCC and HFJ undertook microarray data analysis. HCH and CHO constructed the gene network and biological pathways. JWH, carried out the western blotting and DAPI experiments. WBY, STC and CHW purified and provided F3 polysaccharides. HCH and HFJ designed the study. HFJ, drafted the manuscript, conceived and directed the project. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

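THP-1 cells, a human monocytic leukemia line, were left untreated or were treated with F3 at 30 μg/mL for 6 or 24 hours, and RNA was hybridized to Affymetrix HG-U133A arrays, 2 arrays per group and 6 in all. The deposited values are signal intensities that the authors computed with Affymetrix Microarray Suite (MAS5) and scaled on each array to 500. The version of that software comes from the paper, as the labels name MAS5 alone. The values are on a linear scale and run from 0.4 to 41375.5, and the trimmed means and medians of each array are given with the microarray results. Detection calls were not used here, and neither were arrays of LPS-treated cells. The labels give the untreated arrays no time.

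The file holds 22283 probe sets, of which 68 are controls. The platform's annotation gives 19065 probe sets 1 gene, 1043 several and 2107 none, and 11963 genes have at least 1 probe set of their own. A probe set that names several genes or none was not used for a gene. Of 63 genes in the study's Table 2, 56 have a named probe set, and 30 of these have several. Each gene was represented by the probe set with the highest mean signal over the 6 arrays, and 7188 genes with a mean signal of at least 150 were tested. As that mean covers all groups, a gene silent in untreated cells is tested only where F3 raised it. Probe sets whose names end in _x_at can bind other transcripts, and genes measured by one are named with that limit.

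Differences were tested with limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3 on log2(signal + 32), with all 3 groups in one fit that leaves 3 residual degrees of freedom, and p-values were adjusted by Benjamini and Hochberg's method. Log2 fold changes are on that scale, while ratios are of arithmetic mean signals. Probe sets changed 2-fold were counted among 11668 probe sets with a mean signal of at least 150. The share of genes changed 2-fold in each of 4 pathways of Table 2 was set against that of other genes by Fisher's exact test, two-sided, adjusted over 8 tests. That test treats genes as independent and does not use the spread between arrays. Table 2 prints fewer genes of each pathway than the paper's Table 1 counts. Of 30 gene lists, 29 were tested by camera with a preset correlation of 0.01 and again with an estimated correlation, and the erythroid list, with 1 gene above the minimum signal, was not tested as a set. The estimated correlation rests on the 3 residual degrees of freedom of the fit. It lay under 0.01 for lists such as the death receptors (-0.050), so a lost call need not mean correlated genes. The lists are the 4 pathways, interferon-stimulated genes, cytokines, chemokines, NF-κB targets, immediate early factors, monocyte and macrophage maturation, myeloid precursors, cell cycle, TRAIL, TNF and Fas ligands and receptors, the BCL2 family, p53 targets, antigen presentation, metallothioneins, cholesterol, glycolysis, unfolded protein and amino acid stress, oxidative stress, matrix metalloproteinases, pattern recognition receptors, and markers of T cells, B cells, NK cells, erythroid cells, neutrophils, dendritic cells, and fibroblasts and epithelia. Principal components, R² and counts were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

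The sample groups, the tests, the lists, the rule for naming genes and the alternatives were fixed before the data were examined, apart from spike-in scaling, the mean of the ratios of all probe sets and some tests of explanations, which were added later. The rule names every gene of Table 2 or of the study's text on the microarrays, whose values in the study's tables had been seen, the 12 largest rises and 8 largest falls in each of 3 comparisons among genes past the test whose groups do not overlap, up to 4 members of each list with the smallest p at each time, and any member that alone passes. The alternatives were quantile normalization, median scaling, pseudocounts of 1 and 128, no minimum signal, a minimum of 500, eBayes without the trend, only the 2 groups compared, a replicate block, the mean of all probe sets of a gene, all probe sets, leaving out each array, geometric means, any probe set at 2-fold, the second-brightest probe set, a signal of at least 150 on every array, a 2-fold change in each of 4 pairs of arrays, fry, R² of log2 values and of all probe sets, and principal components without centring. Geometric means and the mean of all probe sets were taken on signal + 32, which draws the ratios of dim probe sets toward 1 whether or not a gene has several. The number of arrays, 2 per group, limits the precision.

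The steps were tested on simulated data with known changes. In the limma step, over 7188 genes, 78% of the genes changed 2-fold were recovered for 6 hours and 82% for 24 hours, and 100% of those changed 4-fold, with 9 false calls among 187 and 191. In the step that counts 2-fold changes, over 11668 probe sets, 100% of 200 probe sets changed 4-fold at 6 hours were recovered, with 0 false changes at 24 hours. Only 4-fold changes were simulated there, so recovery near the 2-fold cut was not tested. On the real arrays 277 to 399 probe sets differed 2-fold within a group, so the simulation does not give the false changes among the real counts.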

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

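The tests of saturation, of the scaling of the arrays, of a single array, of time in culture and of _x_at probe sets alone, and spike-in scaling, were chosen only after the results they explain were seen.

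Some lists changed between 6 and 24 hours of F3 treatment, by a direct test of the later against the earlier time with camera on the limma fit at the preset correlation, although none of 29 passed with an estimated correlation. The median log2 fold change at 24 hours relative to 6 hours was -1.21 for chemokines, -0.83 for NF-κB target and feedback genes and -0.72 for cytokines, and 0.79 for monocyte and macrophage maturation and 0.70 for the unfolded protein and amino acid stress response. It was -0.41 for myeloid precursor genes (-0.12 with spike-in scaling) and -0.29 for the TNFR2 pathway (-0.0071 with spike-in scaling). It was 0.19 for cholesterol synthesis (0.03 with median scaling), and for TNFR2 and cholesterol the scaled value leaves almost no change. These 8 lists kept their direction under quantile, median and spike-in scaling. It was -0.27 for dendritic cell markers (0.01 with spike-in scaling), -0.15 for the death receptor pathway (0.14), -0.12 for the NF-κB signaling pathway (0.15), -0.12 for cell cycle genes (0.16) and -0.12 for the BCL2 family (0.15), so that the direction of the last 5 turned with that scaling. Camera's adjusted p lay between 1.2e-17 and 0.038 for these 13 lists, and between 0.063 and 0.22 with an estimated correlation. Time in culture was not tested for these lists and stays open, as no untreated array is labelled as kept for 24 hours.

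Lists other than the 4 pathways of Table 2 differed between F3-treated and untreated cells by camera at the preset correlation. With an estimated correlation most of these calls were lost, as 4 of 29 lists passed at 6 hours and 8 at 24 hours. At 6 and 24 hours the median log2 fold change was 3.34 and 3.28 for interferon-stimulated genes, 3.65 and 1.67 for cytokines, 5.33 and 3.13 for chemokines, 2.08 and 1.17 for NF-κB targets, 0.66 and 0.60 for immediate early transcription factors, 0.73 and 0.64 for TRAIL, TNF and Fas ligands and receptors, and 0.31 and 0.55 for antigen presentation. It was 0.99 and 1.04 for metallothioneins, 0.36 and 0.39 for the oxidative stress response, 0.35 and 0.51 for matrix metalloproteinases and inhibitors, 0.37 and 0.85 for pattern recognition receptors, 3.20 and 2.54 for T cell markers (2 genes, of which IL7R alone passed), 0.45 and 1.18 for neutrophil markers and 1.92 and 2.00 for dendritic cell markers. At 6 hours, with no call at 24 hours, it was 0.18 for the BCL2 family and 0.37 for p53 targets. At 24 hours, with no call at 6 hours, it was 0.84 for maturation genes, -0.75 for myeloid precursor genes, -0.31 for cell cycle genes (-0.01 with spike-in scaling), 0.14 for glycolysis and 0.80 for the unfolded protein and amino acid stress response. The direct test between the times did not pass for p53 targets (camera's adjusted p = 0.32) or glycolysis (0.40), so a difference between the times was not shown for them.

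Between 6 and 24 hours 17 of 30 NF-κB targets fell, while 7 of 35 interferon-stimulated genes rose and 1 fell, and whether the lists differ was not tested directly. Saturation of bright probe sets, which could hide a fall, was tested on the 13 interferon-stimulated genes with a signal under 3000 at 6 hours. Their median change of -0.26, with quartiles of -0.52 and 0.53, left it open under a reading made stricter after the value was seen. By limma 2 of these 13 genes rose and none fell, while the 22 brighter ones had a median change of 0.09. Of 9 NF-κB targets at 3000 or more, 8 fell, with a median of -1.20, so probe sets that bright did show a fall. Interferon beta made by the treated cells may also keep the interferon genes high, and the ratio of IFNB1 at 6 hours to untreated was 1.07, under the 1.5 set beforehand as arguing against it. That bound was wrong in that it set no minimum signal, and IFNB1 had 8.1 to 14.2 on the untreated and 6 h arrays and 53.1 and 19.6 at 24 hours, too near the smallest signals to settle it, so both explanations cannot be told apart from a lasting response to F3.

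A group of 11 genes was lower at 6 hours and higher at 24 hours than in untreated cells, with log2 changes from 6 to 24 hours of 4.82 for CD14, 2.68 for PSAT1, 2.29 for EIF4EBP1, 1.89 for NR1H3, 1.71 for MLST8, 1.67 for TSC22D3, 1.49 for MSMO1, 1.47 for AARS1, 1.40 for CTSD, 1.27 for SLC38A1 and 1.25 for NCF4, and 1 gene, EIF5, was higher and then lower, with -1.06 (adjusted p = 0.062 with spike-in scaling). CD14 and PSAT1 were picked after their calls were seen to hold, so their values cannot argue against scaling or a single array. Both kept both calls from limma under quantile, median and spike-in scaling, with a smallest change against untreated cells of 1.06. With each array left out their smallest change was 0.97. Scaling is neither argued for nor against in the other 9, as all 11 kept both directions and passed between the times under each scaling (smallest change 1.08), as genes chosen for opposite calls would, while the fewest that kept both calls were 4, with median scaling, where SLC38A1 at 24 hours went from 0.62 (adjusted p = 0.0499) to 0.53 (0.078). A single array is neither argued for nor against in these 9, as all 11 kept both directions without each array while the fewest that kept both calls were 3, without either untreated array, and SLC38A1 at 24 hours fell to 0.34 (adjusted p = 0.33) without F3 24 h replicate 1. Time in culture stays open, since 0 untreated arrays are labelled as kept for 24 hours, and it cannot be told apart from a later response to F3.

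Probe sets of one gene can give different changes, as for CASP10, CASP6, BCL2, JUN, TRADD and TNFRSF10B. Among genes called at 6 hours, the absolute log2 difference between the 2 brightest probe sets had a median of 0.66 in 145 genes whose dimmer probe set lay under 150 and of 0.28 in 541 others, a ratio of 2.35, so low signal is a candidate cause, in part because adding 32 to the signal shrinks the change of dim probe sets. It leaves out 36 of the 541 brighter pairs that differed by over 1, and pairs such as that of CASP10. Probe sets of the _x_at or _s_at kind, when pooled, are argued against as the general cause, since pairs with one had a median of 0.31 against 0.40 without, a ratio of 0.778, and so are _x_at probe sets alone, with 0.27 against 0.35, a ratio of 0.770. Splice variants were not tested, and no biological explanation was tested.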

How the results depend on the processing

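Spike-in scaling and the mean of the ratios of all probe sets were chosen only after the data were examined. Where 1 array was left out, the lone array of its group was assumed to vary like the other groups. The cause of a change was not tested, except where fewer or more probe sets were tested.

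Of the log2 fold changes of 188 named genes in 3 comparisons, 8930 values under the alternatives kept their side of the threshold, 426 lost the call, 81 gained it and 1 reversed, and 183 of the first kind changed sign without passing in either setting. The reversed value was that of IL23A at 24 hours, 1.34, which was -0.058 with the mean of all probe sets (adjusted p = 0.90, and 0.00019 as reported). Of the ratios of the study's genes, 1079 kept within the spread between arrays, 99 moved and 2 reversed with the second-brightest probe set, BCL2 at 24 hours with 1.04 and MAPK8 at 24 hours with 0.543. With a minimum of 500, named genes under it have no value, and the second-brightest probe set gave 60 of 112 ratios. Of the list tests, 284 kept their call, 45 lost it and 19 gained it.

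With median scaling, 600 genes were lower at 6 hours, 240 were higher at 24 hours than at 6 hours and 528 lower. With spike-in scaling, 396 were lower at 6 hours, 115 lower at 24 hours and 86 lower at 24 hours than at 6 hours. Without the trend, 194 were lower at 24 hours than at 6 hours. With all probe sets tested, 1061 were higher at 6 hours, 1075 higher at 24 hours and 483 lower at 24 hours than at 6 hours, as 11668 were tested in place of 7188. Counts of genes under all other alternatives stayed within 1.5 times, apart from single arrays left out, which gave 401 to 977 genes lower at 6 hours, 325 to 667 lower at 24 hours, 176 to 387 higher at 24 hours than at 6 hours and 146 to 289 lower.

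With no minimum signal, 1833 probe sets were 2-fold higher and 1946 lower at 6 hours, and 2269 and 1468 at 24 hours. With a minimum of 500 these were 438, 184, 447 and 160, and with 150 on every array 421, 298, 450 and 246. With a 2-fold change in each of 4 pairs of arrays, 212 were lower at 6 hours and 167 at 24 hours. Leaving out 1 array gave 400 to 641 lower at 24 hours. The signal over background limits these counts, since removing the minimum more than doubled each of them.

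Among the pathways, the exact test's calls of the TNFR2 pathway at both times and of death receptors at 6 hours stayed under the alternatives run for that test, which leave out median and spike-in scaling, while camera's calls of the 4 pathways were lost with an estimated correlation. With the mean of all probe sets the exact test's adjusted p was 0.059 for death receptors at 24 hours and 0.043 for NF-κB signaling at both times, and with quantile normalization 0.024 for NF-κB signaling and 0.068 for toll-like receptors at 6 hours. With no minimum signal it was 0.11 for death receptors at 24 hours and for toll-like receptors at both times. For toll-like receptors it was 0.061 at both times with any probe set at 2-fold, and 0.051 at 6 hours with geometric means. Leaving out 1 array gave an exact test's adjusted p of 0.031 to 0.13 for NF-κB signaling at 6 hours, and of 0.030 to 0.17 at 6 hours and 0.021 to 0.088 at 24 hours for toll-like receptors. R² of log2 values was 0.952 in untreated cells, 0.945 at 6 hours and 0.936 at 24 hours. The exact p of the principal components is at the smallest value that 6 arrays allow under 3 alternatives too, which shows nothing about how firm it is. Of 29 lists, camera called 20 at 6 hours, 23 at 24 hours and 13 between the times, and with an estimated correlation 4, 8 and 0. The last count was 13 by camera at the preset correlation and 19 by fry, which called 25 and 26 against untreated cells and sets no list against other genes.

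With the replicate block, 610 genes were higher and 762 lower at 6 hours, 639 and 578 at 24 hours, and 345 and 246 between the times. The replicate numbers do not pair the samples, as deviations of arrays with the same number correlated at -0.10 for untreated and 6 h, 0.15 for untreated and 24 h, and -0.19 for 6 h and 24 h arrays.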

Differences from the paper's values

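The settings named here were set before the data were examined, except the mean of the ratios of all probe sets, which was chosen after seeing the values. A value counts as differing where it lies over 1.5 times from the paper's and, for a ratio, by more than the spread between arrays, so a setting that ends a difference by this rule need not reach the paper's value. Geometric means and the mean of all probe sets were taken on signal + 32, which alone draws the ratio of a dim gene toward 1. The paper's 2-fold counts use Present flags, which were not used here, and its control is 4 arrays of 0 and 6 hours, while 2 untreated arrays were used here.

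The paper gives TNFRSF10B a ratio of 2.1 at 6 hours, and here it was 1.32. By that rule it did not differ with the second-brightest probe set (2.08), the mean of all probe sets (1.75), without untreated replicate 2 (1.63) and without F3 6 h replicate 2 (1.54), but did with geometric means (1.29), quantile normalization (1.39) and any other array left out. For CASP10 the paper gives 2.9 at 6 hours and 2.6 at 24 hours, and here they were 13.4 and 10.7, over an untreated signal of 26.6 that is near the floor and makes these ratios imprecise. It differed with each setting at 6 hours, with 1.61 for the second-brightest probe set, 1.85 for the mean of all, 6.55 for geometric means, 14.1 for quantile normalization and 10.2 to 19.3 with an array left out. At 24 hours it did not differ with the mean of all probe sets (1.84), but did with the second-brightest (1.50), geometric means (5.44), quantile normalization (10.4) and any array left out. BCL2 has 0.6 at 6 hours and 0.7 at 24 hours in the paper, and here it had 0.391 and 0.361. At 6 hours it did not differ with the second-brightest probe set (0.891) and the mean of all (0.673), nor, by a narrow margin and far from the paper's value, with geometric means of signal + 32 (0.410), quantile normalization (0.412) and without untreated replicate 2 (0.410), but did without any other array. At 24 hours it did not differ with the second-brightest (1.04) and the mean of all (0.732), but did with geometric means (0.378), quantile normalization (0.355) and any array left out.

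For TRADD at 24 hours the paper's ratio is 2.0, and here it was 1.04. The second-brightest probe set (1.36) fell just inside the rule and the mean of all (1.30) just outside it, neither reaching the paper's value, and geometric means (1.03), quantile normalization (1.05) and each array left out differed. MAP3K14 at 6 hours has 1.6 in the paper and 1.06 here, and of the settings only leaving out untreated replicate 1 (1.39) came much nearer to the paper's value. Signal + 32 on its 1 probe set (1.07 under the mean of all probe sets and geometric means), quantile normalization (1.11) and leaving out F3 6 h replicate 2 (1.10) fell just inside the rule with almost the same value, and each of the other 4 arrays left out gave a difference. CASP6 at 24 hours has 0.5 in the paper and 0.785 here. It did not differ with the mean of all probe sets (0.538) and without untreated replicate 2 (0.652), nor, just inside the rule, with quantile normalization (0.737), but did with the second-brightest (0.224), geometric means (0.852) and any other array left out.

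GAS2, with signals near the floor, has the paper's values of 0.8 at 6 hours and 1.1 at 24 hours, against 2.08 and 2.84 here. It has 1 probe set, so the mean of all probe sets and geometric means give the effect of adding 32 to the signal alone. Each setting differed at 6 hours (1.24 with that addition, 2.05 with quantile normalization, 1.82 to 2.42 with an array left out). At 24 hours that addition (1.36) and leaving out F3 24 h replicate 2 (1.19) did not differ, but quantile normalization (2.38) and any other array left out did. For MAPK8 at 24 hours the paper gives 1.2, and here it was 2.27, with no difference for the mean of all probe sets (1.21) and without untreated replicate 1 (1.40), but one for the second-brightest (0.543), geometric means (2.11), quantile normalization (2.15) and any other array left out. GAS2 and MAPK8 at 24 hours count as differing by a rule for signals near the floor that was applied after the values were seen. JUN at 6 hours has 7.9 in the paper and 3.92 here, and each setting differed (4.82 with the second-brightest probe set, 4.15 with the mean of all, 3.74 with geometric means, 3.88 with quantile normalization, 3.14 to 4.69 with an array left out).

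With the mean of the ratios of all probe sets, chosen after seeing the values, the ratios were 7.35 for JUN, 1.86 for TRADD, 0.489 and 0.505 for CASP6, 1.92 and 2.19 for TNFRSF10B and 0.603 and 0.736 for BCL2, while CASP10 had 4.31 and 3.71, and of 41 values at 2-fold in Table 2 this setting drops 6. Settings that reach 2-fold where the value reported here does not were the second-brightest probe set for CASP6 at 6 and 24 hours (0.237 and 0.224) and TNFRSF10B (2.08 and 2.16), and the mean of all probe sets (2.02) and leaving out untreated replicate 2 (2.00) for TNFRSF10B at 24 hours. For TLR2 at 24 hours they were leaving out untreated replicate 1 (2.05) or F3 24 h replicate 2 (2.11), for DFFB at 6 hours leaving out F3 6 h replicate 1 (0.441), and for TRADD at 6 hours quantile normalization (2.05) and leaving out untreated replicate 1 (2.04) or F3 6 h replicate 2 (2.12). As reported here 8 are dropped, with the mean of all probe sets 12 and with quantile normalization 7. Over 116 ratios, 12 differed as reported here, 5 with the mean of all probe sets, 9 with quantile normalization, 11 with geometric means and 3 with the mean of the ratios, and 6 of 61 with the second-brightest probe set. With an array left out 12 to 20 of the 116 differed, the most without untreated replicate 1.

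The paper counts 2 genes of the death receptor pathway as down-regulated at 6 hours, and here 1 was 2-fold lower. The paper's 2 genes, DFFB and CASP6, lie under the minimum signal, so the count reported here leaves them out. With the mean of the ratios of all probe sets CASP6 had 0.489 at 6 hours but was left out for the same reason. The count was 0 with the mean of all probe sets, 0 with the mean of the ratios of all probe sets, chosen after seeing the values, and 1 with geometric means, quantile normalization, no minimum signal and each array left out, so each setting differed, and the gene was BCL2. The paper's number of probe sets changed 2-fold is about 560 at 6 hours and about 600 at 24 hours in Fig. 4, read by eye, and here it was 1231 and 1161. By the same rule the counts did not differ with a minimum signal of 500 (622 and 607), a signal of 150 on every array (719 and 696) and a 2-fold change in each of 4 pairs of arrays (762 and 700), but did with geometric means (1053 and 1008), quantile normalization (1161 and 1183), no minimum signal (3779 and 3737) and any array left out.

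The paper states that death receptors are the most significant pathway at 6 hours. Of 4 pathways here, TNFR2 came first by the exact test, with an adjusted p of 0.00055, then death receptors with 0.0060, toll-like receptors with 0.030 and NF-κB signaling with 0.080. With any probe set of a gene counted at 2-fold, Fisher's exact test gave TNFR2 and death receptors the same adjusted p, 0.00077. In that setting death receptors had the slightly smaller unadjusted p, as in the paper's order. Under each other setting run for this exact test TNFR2 had the smaller p. The paper also states that the toll-like receptor pathway is significant in LPS-treated and not in F3-treated cells. Here its exact test had an adjusted p of 0.030 at 6 hours and 0.027 at 24 hours in F3-treated cells. LPS-treated cells were not analysed here. The tests here use the genes printed in Table 2, which are fewer in each pathway than Table 1 counts. They therefore do not repeat the paper's tests. The p of NF-κB signaling at 6 hours was 0.039 without untreated replicate 1, 0.040 without F3 6 h replicate 2 and 0.031 without F3 24 h replicate 1. That of toll-like receptors was 0.17 at 6 hours without F3 6 h replicate 1, and without untreated replicate 2 it was 0.064 at 6 hours and 0.088 at 24 hours.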

Other observations

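Spike-in scaling is the only part of these tests that was chosen after the results were seen.

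Between 6 and 24 hours of F3 treatment the largest rises included those of TDO2 (5.12 on the log2 scale), MMP9 (3.60), CHAC1 (3.04), ADAMDEC1 (3.04), MMP1 (2.85), CD163 (2.70) and CXCL13 (2.53), beside CD14, PSAT1 and LY96. The largest falls included those of CCL20 (-4.61), IL23A (-3.53), DNAAF1 (-3.30), CALCRL (-2.99), CXCL3 (-2.79) and STAT4 (-2.62), each past limma's test. The adjusted p of CALCRL was 0.054 without F3 6 h replicate 1, and CD163 has a probe set that can bind other transcripts.

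Of 25 genes of the BCL2 family, IAPs and caspases, 9 were higher and 3 lower after 6 hours and 10 higher and 3 lower after 24 hours (9 and 3, then 10 and 4, when adjusted over the list alone). CASP1, which processes IL-1 beta and has a probe set that can bind other transcripts, had 1.32 and 1.22. The adjusted p from camera was 0.0033 at 6 hours and 0.069 at 24 hours, and 0.098 and 0.16 with an estimated correlation. At 24 hours the median was -0.06, the mean 0.26 and the median with spike-in scaling 0.22. Of these genes, BCL2, BID, CASP8, CASP9, CASP10, CFLAR, APAF1 and BIRC2 are also on the death receptor list. Of 13 p53 targets, 3 were higher and 1 lower at 6 hours, and 2 higher and none lower at 24 hours (the same numbers when adjusted over the list alone; none lower at 6 hours with spike-in scaling; adjusted p = 0.030 and 0.10 from camera, 0.17 and 0.21 with an estimated correlation). CDKN1A, which halts the cell cycle, had 2.16 (standard error 0.16, adjusted p = 2.8e-06) and 1.97, and BTG1 had 1.16 at 6 hours.

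Of 21 genes of antigen presentation, 10 were higher and 2 lower at 6 hours, and 11 higher and 1 lower at 24 hours (10 and 2, then 12 and 1, when adjusted over the list alone; 7 and 1, then 12 and none, with spike-in scaling). TAP1, a peptide transporter that is also an interferon-stimulated gene, had 3.45 and 3.01, and HLA-E, whose probe set can bind other transcripts, 1.27 and 1.33. Camera's adjusted p was 6.4e-05 and 7.8e-06, and 0.12 and 0.094 with an estimated correlation. Of 7 metallothioneins, near-identical genes measured in part by probe sets that can bind other transcripts, 6 were higher at both times and none lower (6 and 6 when adjusted over the list alone), with MT2A at 1.82 and 1.60. Their adjusted p from camera was 9.2e-07 and 1.4e-06, and 0.062 and 0.049 with an estimated correlation.

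Of 14 genes of cholesterol synthesis, 6 were lower and none higher at 6 hours, and 1 was higher and none lower at 24 hours (6 lower, then none, when adjusted over the list alone; 4 lower at 6 hours with quantile, 3 with median and 3 with spike-in scaling, and none higher at 24 hours with median scaling; adjusted p = 0.079 and 0.51 from camera, 0.20 and 0.54 with an estimated correlation). SQLE and EBP, enzymes of the pathway, had -0.99 and -1.38 at 6 hours. Between the times 3 rose and none fell (5 when adjusted over the list alone; 2 with median and 5 with spike-in scaling). Of 18 genes of glycolysis, 1 was higher at 6 hours and 3 at 24 hours, and none was lower (none, then 3, when adjusted over the list alone; none at 6 hours with spike-in scaling; adjusted p = 0.15 and 0.030 from camera, 0.51 and 0.33 with an estimated correlation), with HK1 at 0.95 at 24 hours. Of 15 genes of the unfolded protein and amino acid stress response, 3 were higher at 6 hours and 9 at 24 hours, and none was lower (3 and 11 when adjusted over the list alone). At 6 hours their median was -0.12 and their mean 0.20, and camera gave an adjusted p of 0.22 and 6.0e-08, and 0.32 and 0.042 with an estimated correlation. CHAC1, which breaks down glutathione, had 0.12 and 3.16, and ATF4, a transcription factor of this response, 0.20 and 1.31. The rises of this response at 24 hours cannot be told apart from time in culture, which has no untreated array here. Of 10 oxidative stress genes, 3 were higher at 6 hours and 4 at 24 hours, and none was lower (3 and 4 when adjusted over the list alone; adjusted p = 0.0012 and 0.0013 from camera, 0.17 and 0.15 with an estimated correlation), and HMOX1, heme oxygenase, had 2.99 and 2.65.

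Of 11 myeloid precursor genes, 2 were lower at 6 hours and 7 at 24 hours, and none was higher (2 and 8 lower when adjusted over the list alone; 4 lower at 6 hours with quantile scaling; adjusted p = 0.15 and 6.4e-05 from camera, 0.39 and 0.10 with an estimated correlation). The granule proteases CTSG, ELANE and PRTN3 had -2.11, -1.01 and -1.25 at 24 hours. Of 37 cell cycle genes, 3 were higher and 3 lower at 6 hours, and none higher and 3 lower at 24 hours (the same numbers when adjusted over the list alone), while with spike-in scaling none was higher and 1 lower at 6 hours and none passed at 24 hours, and 5 were lower at 6 hours with quantile and 7 at 24 hours with median scaling. Their adjusted p from camera was 0.90 and 0.0035, and 0.92 and 0.13 with an estimated correlation.

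Lists of markers of other cell types hold few genes above the minimum signal. Of 7 dendritic cell markers, 6 were higher at 6 hours and 5 at 24 hours, and none lower (6 and 6 when adjusted over the list alone; adjusted p = 1.3e-07 and 6.4e-06 from camera, 0.060 and 0.052 with an estimated correlation). LAMP3 had 4.44 and 3.67, CD83, which is also an NF-κB target on another list, 3.71 and 2.00, and IDO1 1.88 and 2.03. Of 4 neutrophil markers, 2 were higher at 6 hours, and 3 were higher and 1, CSF3R (-1.43), lower at 24 hours (the same numbers when adjusted over the list alone; adjusted p = 0.030 and 0.0068 from camera, 0.17 and 0.11 with an estimated correlation), with S100A12 at 1.58 and 3.27. The call of S100A9 at 6 hours was lost without untreated replicate 2 (adjusted p = 0.14), and with spike-in scaling 1 marker was higher at 6 hours. Of 2 T cell markers, IL7R had 6.22 and 5.11 and CD5 did not pass (adjusted p = 0.015 and 0.030 from camera, 0.18 and 0.21 with an estimated correlation). Of 2 B cell markers, PAX5 had 1.86 and 1.38 and CD22 did not pass (adjusted p = 0.079 and 0.089 from camera). Of 2 NK cell markers, NKG7 had 1.85 at 24 hours and NCAM1 -0.57 and -0.79 (adjusted p = 0.56 and 0.63 from camera), but the call of NCAM1 at 6 hours was lost without any of the 4 arrays compared (adjusted p = 0.19 and 0.083 without untreated replicate 1 and 2, 0.18 and 0.051 without F3 6 h replicate 1 and 2), and that at 24 hours without untreated replicate 1 (0.068), and neither passed with spike-in scaling. COL1A1 and DCN, markers of fibroblasts, did not pass (adjusted p = 0.72 and 0.61 from camera), and neither did the erythroid marker HBB, with 0.06 and 0.33.

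Both comparisons with untreated cells share the same 2 arrays. Their log2 fold changes correlated across 7188 genes, which are not independent replicates, with r = 0.771 and a covariance of 0.395, against 0.500 and 0.0259 in 100 simulations of unchanged groups, and 71.7% of genes had the same sign, against 66.7%. Genes higher at both times numbered 455, where independent lists would share 64.1, and genes lower at both 337 (92.6), while 1 gene was higher and then lower (65.2) and 11 were lower and then higher (91.0). The simulations give what shared controls alone add to the correlation, the covariance and the shared signs, while the numbers of shared genes were set against independent lists alone.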
